# Transcriptomic analysis of early B-cell development in the chicken embryo

**DOI:** 10.3382/ps/pez354

**Published:** 2019-06-25

**Authors:** Nikhil K Nuthalapati, Jeffrey D Evans, Robert L Taylor, Scott L Branton, Bindu Nanduri, Gregory T Pharr

**Keywords:** transcriptomics, bursa of Fabricius, B-cell development, chicken embryo

## Abstract

The chicken bursa of Fabricius is a primary lymphoid tissue important for B-cell development. Our long-term goal is to understand the role of bursal microenvironment in an early B-cell differentiation event initiating repertoire development through immunoglobulin gene conversion in the chick embryo. We hypothesize that early bursal B-cell differentiation is guided by signals through cytokine receptors. Our theory is based on previous evidence for expression of the receptor tyrosine kinase superfamily members and interleukin receptors in unseparated populations of bursal B-cells and bursal tissue. Knowledge of the expressed genes that are responsible for B-cell differentiation is a prerequisite for understanding the bursal microenvironment's function. This project uses transcriptomic analysis to evaluate gene expression across early B-cell development. RNA-seq was performed with total RNA isolated from bursal B-cells at embryonic day (ED) 16 and ED 19 (n = 3). Approximately 90 million high-quality clean reads were obtained from the cDNA libraries. The analysis revealed differentially expressed genes involved in the *Jak-STAT* pathway, *Wnt* signaling pathway, MAPK signaling pathway, metabolic pathways including tyrosine metabolism, Toll-like receptor signaling pathway, and cell-adhesion molecules. The genes predicted to encode surface receptors, signal transduction proteins, and transcription factors identified in this study represent gene candidates for controlling B-cell development in response to differentiation factors in the bursal microenvironment.

## INTRODUCTION

Humoral immunity is mediated by B-cells that mature in the chicken bursa of Fabricius, whose function was revealed in several elegant experiments conducted (Glick et al., 1956; Cooper et al., 1965, 1966). The bursa, a cloacal appendage, is a primary lymphoid tissue that is important for studying B-cell development (Glick 1988). Chicken B-cell development has been described according to the ability of various B stem cells to restore humoral immunity via adoptive transfer of bursal cells to immunodeficient syngeneic hosts made by irradiation (Lassila et al., 1988) or by treatment with cyclophosphamide (Glick, 1971; Linna et al., 1972). Treatment with irradiation (Lassila et al., 1988) or cyclophosphamide (Glick, 1971; Linna et al., 1972) depletes bursal B-cells while leaving the stroma of the bursal follicles intact. The phenotypic and functional studies conducted by others suggest that at least 3 B-cell stages can be identified, the prebursal, bursal, and postbursal stem cells (Masteller et al., 1997).

In the embryonic period, prebursal stem cells expressing the sialyl Lewis X (sLex) carbohydrate epitope and surface IgM enter the epithelium of the bursal anlage and proliferate, forming the nascent lymphoid follicles between embryonic days (**ED**) 8 to 14 (Masteller et al., 1995a,b). A differentiation event by ED15–17 initiates the process of immunoglobulin (**Ig**) heavy- and light-chain diversification by Ig–gene conversion (Masteller et al., 1997). The onset of Ig–gene conversion has been shown to occur with a change in developing B-cell surface expression of sLex to a structurally similar carbohydrate termed Lewis X (Lex) (Masteller et al., 1995a,b). In functional studies, developing B-cells expressing sLex or Lex were isolated from the bursa at ED15/16 or ED17/18, respectively. The rearranged Ig light-chain gene was then PCR amplified for both populations. The DNA sequence of the PCR-amplified Ig light chain showed that Ig-gene conversion was initiated in 76% of the Lex population, but in only 29% of the sLex cells over 4 independent experiments (Masteller et al., 1995b). Therefore, both phenotypic and functional studies identified an important role for the embryonic bursa in the onset of repertoire development through a major B-cell differentiation event on or about ED17/18 (Masteller et al., 1997).

The long-term goal of our laboratory is to understand the role of bursal microenvironment in directing an early B-cell differentiation event initiating repertoire development through Ig–gene conversion in the chick embryo. To that end, we propose to identify the genes which control the first major B-cell differentiation event in the embryonic period leading to the onset of repertoire development. This knowledge is required to predict the contribution of the bursal microenvironment's differentiation factors that influence expression of genes controlling B-cell differentiation. Therefore, the objective of this work was to conduct RNA sequence analysis of bursal B-cells during ED16 and ED19 to identify differentially expressed genes between 2 developmental time points.

## MATERIAL AND METHODS

### Sample Preparation

Hy-Line W-36 commercial layer fertile eggs were used as the source of embryos. The bursas were collected and B-cells were isolated from embryos at ED 16 and ED 19. We had 3 biological replicates for ED 16 and ED19 each and 55 bursas were pooled for each biological replicate. In brief, bursae were collected and cut into small pieces with scissors. Single-cell suspensions were filtered through gauze pads and the lymphocytes isolated by centrifugation on Histopaque (Sigma-Aldrich, St. Louis, MO, USA).

### RNA Extraction and cDNA Library Preparation

Using Qiagen RNeasy Mini Kit, we isolated total RNA as per the manufacturer's instructions. The RNA samples were evaluated on agarose gels and the purity was checked using a NanoPhotometer spectrophotometer (Implen, Westlake Village, CA, USA). RNA concentrations were determined using the Qubit RNA Assay Kit in Qubit 2.0 Fluorometer (Life Technologies, CA, USA). The RNA integrity was determined using the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). The RNA integrity average score was 8.8 for ED 16 and 10 for ED 19.

### cDNA Library Preparation RNA Extraction and Sequencing

The library construction and sequencing was conducted at Novogene, Inc. (Chula Vista, CA, USA). Briefly, mRNA was selected with poly-T oligo-attached magnetic beads from 3 μg of total RNA per biological replicate, and then used for library preparation with the NEBNext Ultra RNA Library Prep Kit for Illumina (NEB, Ipswich, MA, USA). Index codes were added in order to assign sequences to each replicate. Briefly, the mRNA was fragmented and then strand cDNA synthesis was primed with random hexamers. After second strand cDNA synthesis, the transcripts were poly-A tailed for ligation of sequencing adaptors. The library fragments were size-selected for cDNA fragments of 150∼200 bp in length, and the library was amplified by PCR. The index-coded samples were sequenced on an Illumina Hiseq platform to generate 125/150 bp paired-end reads. First, raw data (raw reads) of fastq format were processed through in-house perl scripts. In this step, clean data (clean reads) were obtained by removing reads from raw data that were low quality as well as those containing adapter or poly-N. The GC content plus the Q20 and Q30 values were calculated. All analyses were conducted with clean data reads. The galGal4 chicken genome assembly was used as the reference genome for alignments with paired-end clean reads using TopHat v2.0.12 (ftp://ftp.ensembl.org/pub/release81/fasta/gallus_gallus/dna/Gallus_gallus.Galgal4.dna.toplevel.fa.gz). The data are accessible through NCBI GEO accession number GSE131652.

### Gene Expression Analysis

The HTSeq v0.6.1 software was used to determine the number of reads mapped to each gene. The fragments per kilobase of transcript sequence per million of reads mapped (**FPKM**) was calculated. From the TopHat alignment results, the Cufflinks v2.1.1 Reference Annotation Based Transcript assembly method was used to identify the known and novel transcripts. Asprofile v1.0 was used to classify alternative splicing (**AS**) events to 12 basic types. In each sample, the number of AS events was estimated separately. The DESeq R package (1.18.0) was used to conduct differential expression analysis using negative binomial distribution. The *P*-values that resulted from negative binomial distribution were adjusted with the Benjamini-Hochberg procedure. Genes with an adjusted *P* value < 0.05 were judged to be differentially expressed.

The reproducibility of the biological replicates was determined by calculating the squared Pearson correlation coefficient using the Log2 of expression values with the EdgeR package (3.0.8) (Robinson et al., 2010). The Gene ontology (**GO**) enrichment analysis of differentially expressed genes was conducted with the GOseq R package by correcting the gene length bias. A corrected *P* value < 0.05 indicated significantly enriched GO terms. The Kyoto Encyclopedia of Genes and Genomes (**KEGG**) database was used to interpret the biological functions of differentially expressed genes. A statistical enrichment test was performed with the KOBAS software for the differentially expressed genes predicted in KEGG pathways.

## RESULTS AND DISCUSSION

### Quality Control Parameters of RNA-Seq Data

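Bursal lymphocytes of Hy-Line W-36 embryos were isolated on a density gradient at ED16 and ED19, and the paper states no sorting of B-cells after it. The paper gives 55 bursas pooled per biological replicate, and there were 3 replicates per stage, each from its own pool (ED16_1 to ED16_3 and ED19_4 to ED19_6). Poly-A RNA was sequenced, and the authors deposited the number of reads they counted on each gene, the RPKM they computed from these counts, and a table of the genes they called. The count table lists 19219 genes, of which 17108 carry Ensembl identifiers and 2111 come from the authors' transcript assembly, outside the reference annotation. Gene symbols are given in the table of called genes only, so a gene that was not called can be found by name only where Table 5 gives its identifier. Genes were compared between the stages with edgeR's quasi-likelihood F test on the counts, with TMM normalization and Benjamini-Hochberg adjustment. All log2 fold changes are ED16 over ED19, as in the authors' table, so a positive value is higher expression at ED16.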

To study the B-cell developmental stages at ED16 and ED19, we used RNA-Seq to measure differential gene expression. The Illumina Hiseq platform was used to generate an average of 99,370,712 clean reads for ED16 and 83,276,934 clean reads for ED19 representing an average total of 14.87 and 12.49 G, respectively. 

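The counts on genes summed to between 30056824 and 34614652 per library at ED16 (median 31169057), and between 27087661 and 32961602 at ED19 (median 28898766). These totals did not differ by more than the spread between replicates (two-sided exact permutation test, p = 0.4; the smallest p that 3 libraries against 3 allow is 0.1). With 3 counts taken as the floor, the smallest share a library could show was 8.67e-06% to 1.11e-05% of its counts. The reads are not independent molecules, so this floor covers counting error only.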

There was a very low error rate distribution (Supplementary Figure S1), indicating high-quality library construction. The error rate, Q20, Q30 percentages, Guanine Cytosine (GC) content, and percentage of mapped reads were shown along with the number of clean reads with biological replicates is shown in Table 1.

**Table 1.** Statistics of sequencing data for embryonic days 16 and 19 bursal cells from Hy-Line W-36 embryos.

Sample name	Raw reads	Clean reads	Clean bases	Error rate (%)	Q20 (%)	Q30 (%)	GC content (%)
ED16–1	110,869,954	108,265,978	16.24G	0.02	95.65	89.81	54.64
ED16–2	93,359,088	91,273,790	13.69G	0.02	95.70	89.83	53.61
ED16–3	104,939,382	98,572,368	14.79G	0.02	94.88	88.45	54.55
ED19–4	97,987,760	93,731,648	14.06G	0.02	96.01	90.45	47.75
ED19–5	84,679,282	81,008,984	12.15G	0.02	95.69	89.70	47.76
ED19–6	78,646,522	75,090,170	11.26G	0.02	95.85	90.13	47.90

ED: embryonic day.

(1) Sample name: the names of samples.

(2) Raw Reads: the original sequencing reads counts.

(3) Clean Reads: number of reads after filtering.

(4) Clean Bases: clean reads number multiply read length, saved in G unit.

(5) Error Rate: average sequencing error rate, which is calculated by Qphred = –10log10€.

(6) Q20: percentages of bases whose correct base recognition rates are greater than 99% in total bases.

(7) Q30: percentages of bases whose correct base recognition rates are greater than 99.9% in total bases.

(8) GC content: percentages of G and C in total bases.

In general, DNA containing rich GC content is considered as “good” DNA (Vinogradov, 2003). The GC content distribution (Supplementary Figure S2) was evaluated to detect potential GC bias, which could affect gene expression quantification. In general, G should be equal to C and T should be equal to A during the sequencing for non-stranded libraries. GC content in a genomic region effects the total number of reads produced during the RNA sequencing (Benjamini and Speed, 2012). In our data set, the GC content is comparable to AT content, indicating that there is no GC bias in gene expression quantification (Supplementary Figure S2).

### Differential Gene Expression between ED16 and ED19 B-cell Developmental Stages

The analyses of differential gene expression were based on clean reads (Supplementary Figure S3). An overview of the mapping status of the 2 bursal B-cell developmental stages with biological replicates plus the percentage of reads mapped are shown in Table 2. Mapped regions are categorized as exons, introns, or intergenic regions (Supplementary Figure S4). To be well annotated for a reference genome, exons should represent the majority of mapped reads. An average of >80% of exon mapped reads in the data sets suggested that the reference genome was well-annotated. In addition, some intron-mapped reads were also found which might be derived from AS or possibly insufficient reference genome annotation. Distribution plots of reads mapped to chromosomes for each sample, where a window size of 1 K was set, show that greater than 75% of the reads mapped to exons (Supplementary Figure S5).

**Table 2.** Overview of Mapping Status for embryonic days 16 and 19 bursal cells from Hy-Line W-36 embryos.

Sample name	ED16–1	ED16–2	ED16–3	ED19–4	ED19–5	ED19–6
Total reads	108,265,978	91,273,790	98,572,368	93,731,648	81,008,984	75,090,170
Total mapped	72,596,169 (67.05%)	63,189,781 (69.23%)	64,549,916 (65.48%)	73,839,829 (78.78%)	63,762,738 (78.71%)	58,442,981 (77.83%)
Multiple mapped	1,294,393 (1.2%)	1,128,156 (1.24%)	881,085 (0.89%)	779,336 (0.83%)	836,206 (1.03%)	614,071 (0.82%)
Uniquely mapped	71,301,776 (65.86%)	62,061,625 (68%)	63,668,831 (64.59%)	73,060,493 (77.95%)	62,926,532 (77.68%)	57,828,910 (77.01%)
Reads map to “+”	35,643,288 (32.92%)	31,017,135 (33.98%)	31,840,274 (32.3%)	36,514,788 (38.96%)	31,445,453 (38.82%)	28,903,917 (38.49%)
Reads map to “–”	35,658,488 (32.94%)	31,044,490 (34.01%)	31,828,557 (32.29%)	36,545,705 (38.99%)	31,481,079 (38.86%)	28,924,993 (38.52%)
Non-splice reads	38,260,637 (35.34%)	33,575,763 (36.79%)	33,505,632 (33.99%)	41,264,205 (44.02%)	34,804,685 (42.96%)	31,734,121 (42.26%)
Splice reads	33,041,139 (30.52%)	28,485,862 (31.21%)	30,163,199 (30.6%)	31,796,288 (33.92%)	28,121,847 (34.71%)	26,094,789 (34.75%)

Mapping Results Details:

1. Total number of filtered reads (Clean data).

2. Total number of reads that can be mapped to the reference genome. In general, this number should be larger than 70% when there is no contamination and the correct reference genome is chosen.

3. Number of reads that can be mapped to multiple sites in the reference genome. This number is usually less than 10% of the total.

4. Number of reads that can be uniquely mapped to the reference genome.

5. Number of reads that map to the positive strand (+) or the minus strand (–).

6. Splice reads can be segmented and mapped to 2 exons (also named junction reads), whereas non-splice reads can be mapped entirely to a single exon. The ratio of splice reads depends on the insert size used in the RNA-Seq experiments.

### Alternative Splicing

Alternative splicing, where exons of pre-mRNAs from genes can be spliced differently to produce both functionally and structurally distinct mRNA (Blencowe, 2006), is universal in gene regulation. More than 90% of human genes display AS (Croft et al., 2000; Pan et al., 2008). The biological function of AS is to effectively increase the coding of the genome (Mockenhaupt and Makeyev, 2015). The replicate multivariate analysis of transcript splicing was used to identify differential AS from RNA-Seq data. There are 5 types of AS events identified by replicate multivariate analysis of transcript splicing that include, skipped exon (SE), alternative 5′ splice site (A5SS), alternative 3′ splice site (A3SS), mutually exclusive exons (MXE), and retained intron (RI) (Supplementary Figure S6). The classification and statistical analysis of AS events revealed that SE and MXE were the predominant AS types identified in the current study as shown in Supplementary Figure S7 and the statistics of AS events is shown in Table 3.

**Table 3.** Statistics of alternative splicing (AS) events for embryonic days 16 and 19 bursal cells from Hy-Line W-36 embryos.

Event type	NumEvents.JC.only	SigEvents.JC.only	NumEvents.JC+readsOnTarget	SigEvents.JC+readsOnTarget
SE	17,836	300 (91:209)	17,848	322 (98:224)
MXE	2,802	852 (494:358)	2,803	854 (489:365)
A5SS	6	0 (0:0)	6	0 (0:0)
A3SS	17	1 (0:1)	17	1 (0:1)
RI	12	0 (0:0)	12	0 (0:0)

(1) event_type: AS event types (SE, MXE, A5SS, A3SS, RI).

(2) NumEvents.JC.only: the total number of AS events, with only reads span splicing junctions taken into account.

(3) SigEvents.JC.only: the total number of differential AS events, with only reads span splicing junctions taken into account(up:down).

(4) NumEvents.JC+readsOnTarget: the total number of AS events, with both reads span splicing junctions and reads on target exons taken into account.

(5) SigEvents.JC+readsOnTarget: the total number of differential AS events, with both reads span splicing junctions and reads on target exons taken into account.

Three biological replicates were conducted at ED16 and ED19 (Hansen et al., 2011). Gene expression levels between replicates were correlated using the squared Pearson correlation coefficient (R^2^) [Figure 1]. In the experiments, the R^2^ value was greater than 0.8. 

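The R2 was computed across all genes of the count table on log2(RPKM + 1), for each of the pairs of libraries. Genes are not independent replicates, so no p-value is attached to it. Among the ED16 libraries it ranged from 0.981 to 0.991. Among the ED19 libraries it was 0.993 for ED19_4 with ED19_5, 0.964 for ED19_4 with ED19_6 and 0.961 for ED19_5 with ED19_6. The 9 pairs across the stages ranged from 0.816 to 0.906. Every pair within a stage was above every pair across the stages. The table includes 1761 genes with no count in any library. For the pairs across the stages, restricting R2 to genes with an RPKM above 1 in at least 1 library moved it most. The lowest of these pairs then had a value of 0.680. Within a stage, a pseudocount of 0.1 moved some pairs more and the restriction moved others more.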

The transcript abundance was used to estimate the gene expression level. The RPKM (Reads per Kilo bases per Million reads) method (Mortazavi et al., 2008) was applied to make the gene expression level estimates comparable among different genes and experiments. The calculated gene expression level was used for comparing the gene expression differences among samples (Table 4).

**Figure 1.**
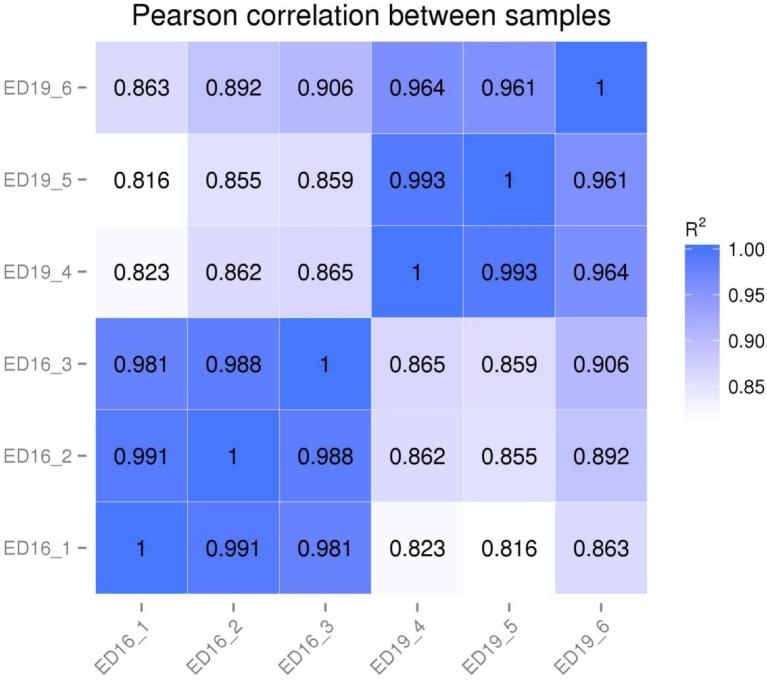
RNA-Seq correlation for embryonic days 16 and 19 bursal cells from Hy-Line W-36 embryos. RNA-Seq correlation: heat maps of the correlation coefficient between samples are shown.

**Table 4.** The number of genes with different expression levels for embryonic days 16 and 19 bursal cells from Hy-Line W-36 embryos.

FPKM interval	ED16_1	ED16_2	ED16_3	ED19_4	ED19_5	ED19_6
0∼1	7,904 (41.13%)	7,923 (41.22%)	8,307 (43.22%)	8,650 (45.01%)	8,800 (45.79%)	9,310 (48.44%)
1∼3	2,440 (12.70%)	2,366 (12.31%)	2,324 (12.09%)	1,676 (8.72%)	1,623 (8.44%)	1,631 (8.49%)
3∼15	4,159 (21.64%)	4,126 (21.47%)	3,935 (20.47%)	3,485 (18.13%)	3,456 (17.98%)	3,484 (18.13%)
15∼60	2,940 (15.30%)	3,070 (15.97%)	2,878 (14.97%)	3,703 (19.27%)	3,652 (19.00%)	3,039 (15.81%)
>60	1,776 (9.24%)	1,734 (9.02%)	1,775 (9.24%)	1,705 (8.87%)	1,688 (8.78%)	1,755 (9.13%)

FPKM, fragments per kilobase of transcript sequence per million of reads mapped.

The table shows gene count table of different expression levels and calculation of gene numbers in different expression levels.

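The intervals were counted in each library from the deposited RPKM, with the lower boundary of each interval included. On average 8045 genes (41.9% of the table) had an RPKM below 1 at ED16 and 8920 genes (46.4%) at ED19, with SDs of 227 and 346 genes (n = 3 libraries each). In the interval from 1 to 3 there were 2377 ± 58.7 genes (SD, n = 3) at ED16 and 1643 ± 28.6 at ED19. In the interval from 3 to 15 there were 4073 ± 121 genes at ED16 and 3475 ± 16.5 at ED19. In these 3 lowest intervals the libraries of the stages did not overlap (two-sided exact permutation test, p = 0.1, the smallest possible, 5 intervals tested). In the interval from 15 to 60 the mean was 2963 genes at ED16 and 3465 at ED19, where ED19_6 held 3039 (p = 0.2 from the same exact test). Above 60 the mean was 1762 genes at ED16 and 1716 at ED19 (exact p = 0.2). Scaling the RPKM by TMM factors left each mean within 1.5 times its value, but the libraries of the stages then did not overlap from 15 to 60 either (exact p = 0.1), and above 60 the exact p was 0.4.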

For a comparison of gene expression levels at different days of embryonic development, an FPKM distribution was calculated with density plot (Supplementary Figure S8) between ED16 (pink) and ED19 (blue). Supplementary Figure S8 shows that a larger number of genes have a similar distribution of RNA-seq read counts. Moreover, a violin plot representation of the data suggests that the 2 groups (ED16 and ED19) were almost uniform in gene density (Supplementary Figure S9). 

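The distributions behind the plots can be given as quartiles of RPKM over the genes of the table. The median RPKM per library was 2.20, 2.22 and 1.86 at ED16 and 1.90, 1.72 and 1.26 at ED19. Among genes with an RPKM above 1, the median was 10.5 to 11.0 at ED16 and 14.0 to 15.8 at ED19, higher in every ED19 library than in any ED16 library. The number of genes with at least 1 count was 16532 to 16713 at ED16 and 14454 to 15349 at ED19 (two-sided exact permutation test, p = 0.1, the smallest possible). The 10 genes with most counts held 9.00 ± 1.44% of the counts at ED16 and 6.08 ± 0.487% at ED19, and the libraries of the stages did not overlap.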

There are 11,772 genes expressed during ED16 and ED19. From that total, only 1,431 were expressed during ED16 and only 548 during ED19. 

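The paper's text names no threshold for an expressed gene. With a mean RPKM of the stage's 3 libraries above 1, 11772 genes were expressed at either stage, 1431 of them at ED16 only and 548 at ED19 only. Requiring an RPKM above 1 in all 3 libraries of the stage moved the last number most, to 394 genes. Leaving out each library in turn gave 1339 to 1528 genes at ED16 only and 493 to 664 at ED19 only. Most of these genes lay near the threshold. The median RPKM of the genes expressed at ED16 only was 1.97 at ED16 and 0.288 at ED19, and 73 of them had a mean above 10. The genes expressed at ED19 only had a median of 1.61 at ED19 and 0.636 at ED16, and 3 of them had a mean above 10. Of the ED16-only genes, 1282 were DEGs and 149 were not, either tested without passing or too low to be tested. Of the ED19-only genes, 353 were DEGs and 195 were not.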

There were 9,793 genes were expressed during both ED16 and ED19 (Figure 2a).

**Figure 2.**
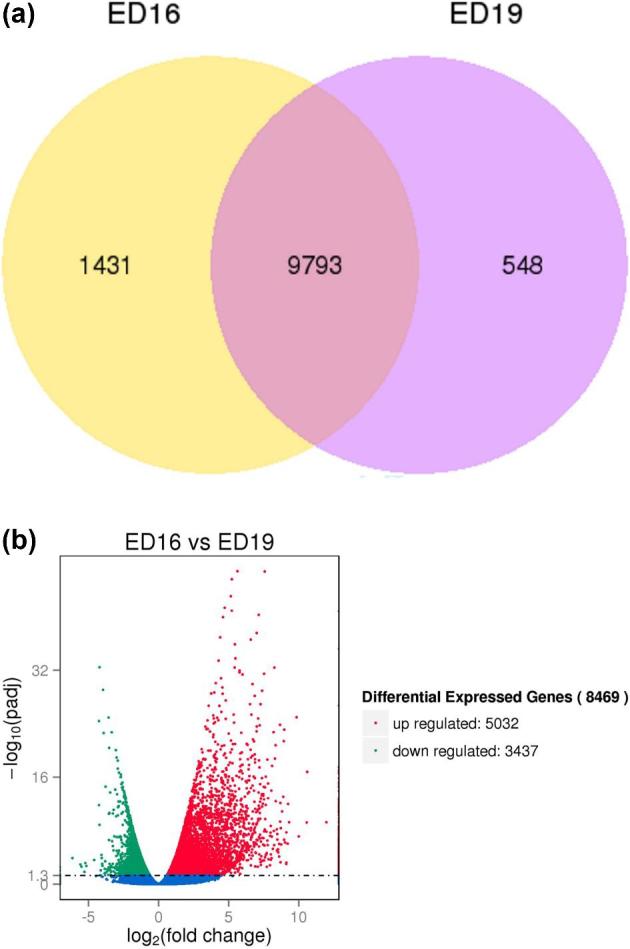
(**a**) Venn diagram of expressed genes for embryonic days (ED) 16 and 19 bursal cells from Hy-Line W-36 embryos. Venn diagram of expressed genes between ED16 and ED19 is shown here. The yellow portion (left) represents the number of genes expressed during ED16, the purple portion (right) represents the number of genes expressed during ED19, and the middle portion represents the genes that were expressed during both ED16 and ED19. (**b**) Volcano plot for differentially expressed genes for ED16 and ED19 bursal cells from Hy-Line W-36 embryos. The x-axis shows the fold change in gene expression between different samples, and the y-axis shows the statistical significance of the differences. Significantly up- and downregulated genes are highlighted in red and green, respectively. Genes did not express differently between ED16 and ED19 are in blue.

The DESeq R package was used for detection of differentially expressed genes by adding 3 biological replicates which was considered more appropriate than increasing the sequence depth to reduce the number of false positives. In general, a continuous distribution will not be observed for read count data in RNA-Seq or microarray analysis. The Poisson distribution, a common procedure in prior times, is not optimal for RNA-Seq data because it considers mean and variance to be equal (Bullard et al., 2010; Jiang et al., 2011; Anders and Huber, 2010). Furthermore, Poisson distribution can create overdispersion with biological replicates of RNA-Seq read count data. The negative binomial distribution which uses the generalized linear model and revamps to multifactor comparisons by DESeq was used to read the count data in the present study (Anders and Huber, 2010; Robinson et al., 2010; McCarthy et al., 2012). Mean and variance are not treated as equal in negative binomial distribution, and the analysis depends on estimated dispersion parameter controlling the correlation between mean and variance of read count data.

The Volcano plot analysis was used to depict the general distribution of differentially expressed genes (Figure 2b). Of the 8,469 genes that were differentially expressed, 5,032 genes were upregulated and 3,437 genes were downregulated. 

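In the count table, 13923 genes had enough counts to be tested. Of these, 9240 had an adjusted p-value below 0.05 in edgeR's quasi-likelihood F test, 4953 higher at ED16 and 4287 higher at ED19. The median log2 fold change of all tested genes was 0.05. The authors' upregulated genes are those with a higher mean at ED16: all 5032 deposited genes with a positive log2 fold change had it. Of the authors' 8469 genes, 7923 were tested and 7873 were also DEGs in edgeR, all in the same direction, and 1367 further genes were DEGs in edgeR only. The number higher at ED19 moved most with a minimum fold change of 2, to 2502 genes. A correction for gene length changed the direction of the split: 43.3% of the DEGs were then higher at ED16, against 53.6% without it, and the median log2 fold change of all genes moved to -0.21. Upper-quartile normalization moved that median to 0.26, and 62.1% of the DEGs were higher at ED16. With at least 10 counts in every library 49.4% were. Leaving out each library in turn gave 7851 to 10949 DEGs.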

The upregulated differentially expressed genes and downregulated differentially expressed genes are attached as supplement excel files (S-Up-regulated Differentially Expressed Genes excel file and S-Down-regulated Differentially Expressed Genes excel file, respectively). Hierarchical cluster analysis was used to group differentially expressed genes into clusters based on function or under the same biological process. 

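In 9960 of the tested genes (71.5%) the normalized counts of the 3 ED16 libraries did not overlap those of the 3 ED19 libraries, where chance gives 10%. Among the DEGs, 97.3% had no overlap. In each direction the 5 largest changes were taken among DEGs with a symbol, no overlap and a mean log2 CPM of at least 3. At ED16 these were AGXT, PIPOX, SLC34A1, PTGDS and PDZK1IP1, all with most counts in ED16_1. Several of them are known from kidney, and 18 of 19 other listed kidney genes tested were also higher at ED16. RNA from adjacent kidney is a candidate explanation that bulk counts cannot tell apart from expression in the bursa. AGXT had no counts at ED19 and was at least 224-fold higher at ED16. SLC34A1 had 7760, 2620 and 2403 counts at ED16 and 0, 3 and 0 at ED19. At ED19 the genes were N4BP2, CPA6, MGAT5, DHX29 and BBX. N4BP2 had a log2 fold change of -4.26 (standard error 0.29, adjusted p = 3.1e-05 from edgeR's quasi-likelihood F test), and BBX, the smallest of the 5, one of -3.57 (standard error 0.18, adjusted p = 2.3e-05). The RPKM of MGAT5 was 54.0, 59.0 and 9.24 in the ED19 libraries, so its mean rests mostly on ED19_4 and ED19_5.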

The analysis revealed genes that were highly expressed at the 2 developmental time points, suggesting that these genes with specific functions may be more related to biological characteristics of ED16 and ED19 stages of bursal B-cell development (S-Heat Cluster Detail).

### Gene ontology and KEGG Pathway Enrichment Analysis of Differentially Expressed Genes (DEGs)

The GO terms are widely used to describe cellular components, molecular functions, and biological process of genes. A GO enrichment bar chart is used to illustrate the enriched GO terms and the counts of DEGs for each GO term. Examination of the most enriched 30 GO annotation terms (Figure 3a) revealed significant DEGs enrichment in the following categories of cell adhesion, detection, and response to stimulus/stress, development of blood vessel, vasculature, membrane proteins, locomotion, vesicle, regulation of immune system process and positive/negative regulations of biological process and cellular process.

**Figure 3.**
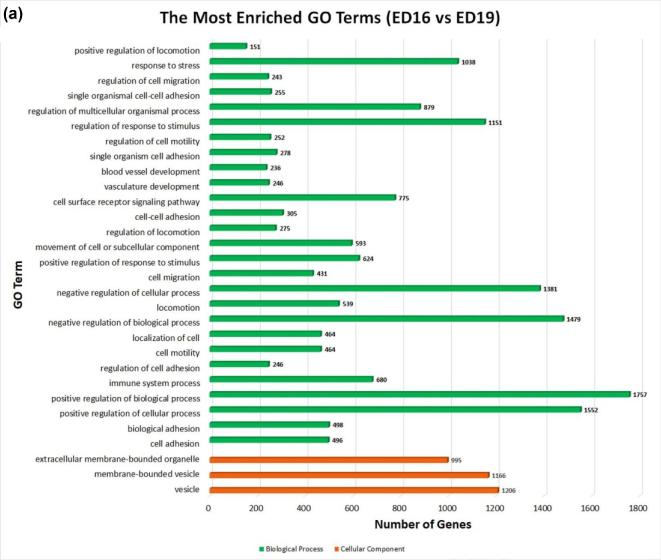

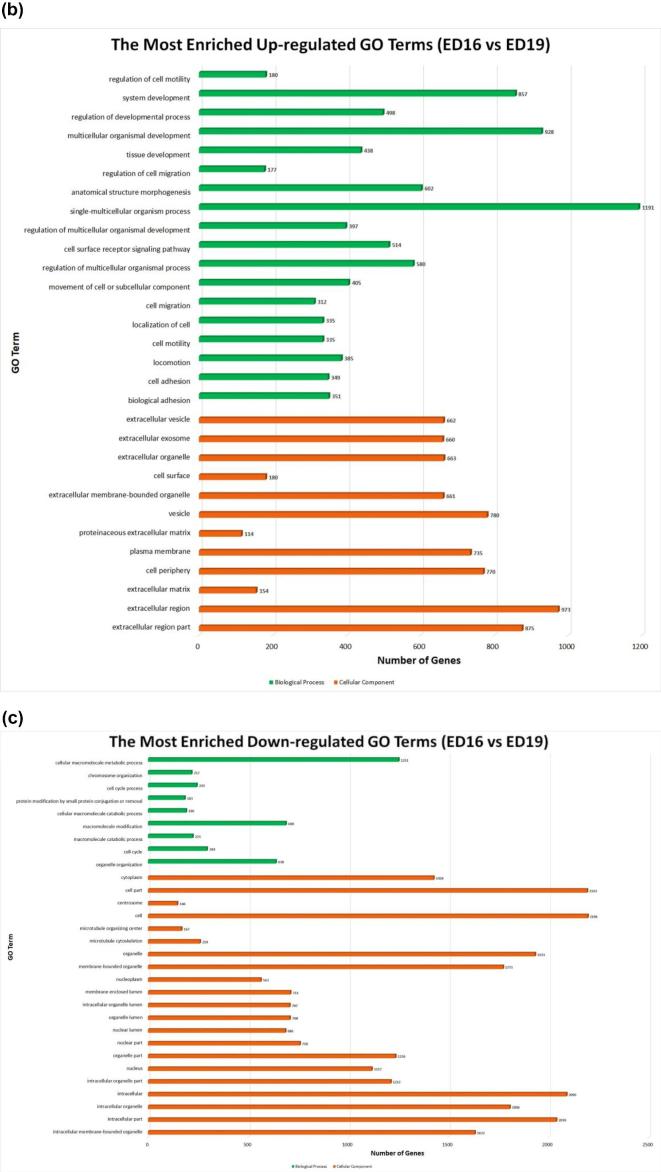

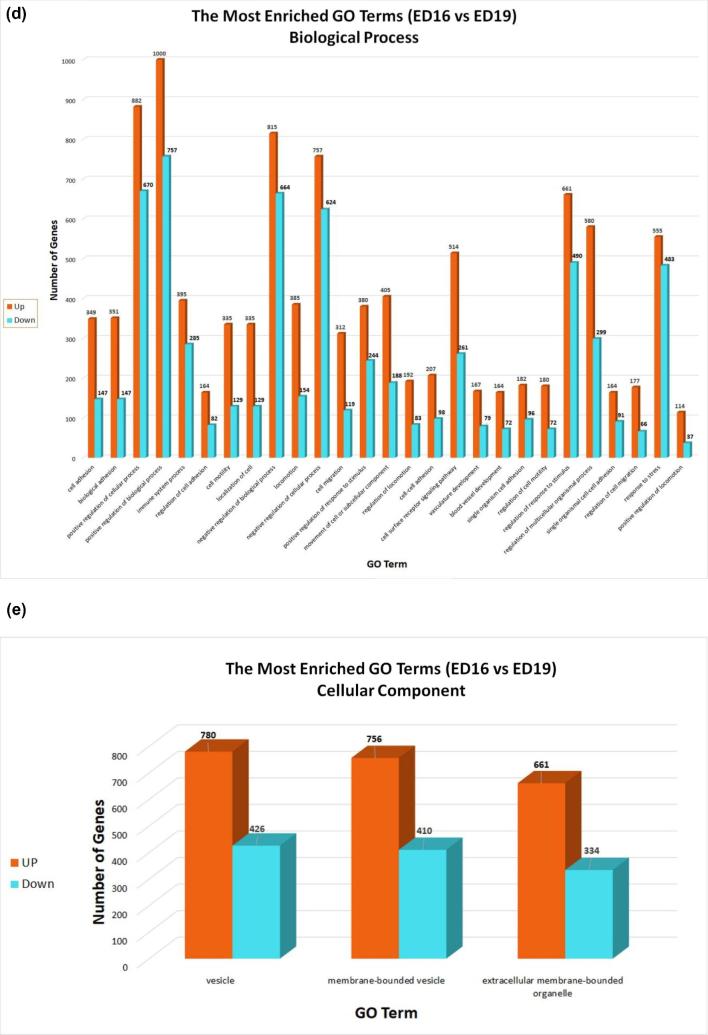
Gene ontology enrichment bar chart of DEGs for embryonic days 16 and 19 bursal cells from Hy-Line W-36 embryos. (**a**) The most enriched GO terms. **(b**) The most enriched upregulated GO terms. (**c**) The most enriched downregulated GO terms. (**d**) The most enriched biological process up-down GO terms. (**e**) The most enriched cellular component up-down GO terms. GO enrichment bar chart of DEGs: the GO enrichment bar chart of DEGs presents the number of DEGs enriched in biological process, cellular component, and molecular function. The 30 most significant enriched terms are selected. (**a**) The y-axis is the enriched GO term; x-axis is the number of DEGs enriched in this term. Colors represent different GO types: biological process (green color), cellular component (orange color), and molecular function. (**b**) The y-axis is the enriched upregulated GO term; x-axis is the number of DEGs enriched in this term. Colors represent different GO types: biological process (green color), cellular component (orange color), and molecular function. (**c**) The y-axis is the enriched downregulated GO term; x-axis is the number of DEGs enriched in this term. Colors represent different GO types: biological process (green color), cellular component (orange color), and molecular function. (**d**) The y-axis is the enriched GO term for biological process; x-axis is the number of DEGs enriched in this term. Colors represent up- and downregulation. (**e**) The y-axis is the enriched GO term for cellular component; x-axis is the number of DEGs enriched in this term. Colors represent up- and downregulation.

The 30 most enriched upregulated GO terms (Figure 3b) revealed that the DEGs are significantly enriched in the classification of development process, regulations, cell adhesion in biological process, and a large number of GO terms of membranes and envelopes are observed in cellular components. 

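GO memberships were not used here. Sets of genes were instead written by symbol for 11 of the terms and pathways that the paper names, and each was tested for a shift against all tested genes with camera, with Benjamini-Hochberg adjustment over the sets. Symbols exist only for genes the authors called and for Table 5, so the sets hold no other genes. The 37 cell adhesion molecules had a median log2 fold change of 4.10, and 34 of them were higher at ED16 (adjusted p = 2.8e-13 from camera). The 42 genes of the extracellular matrix and its receptors had a median of 3.19, and 35 were higher at ED16 (adjusted p = 4.9e-09 from camera). All 9 tested marker genes of epithelium, all 8 of fibroblasts and 6 of 7 of endothelium were also higher at ED16. Their median log2 fold changes were 5.75, 4.86 and 2.61. A larger share of RNA from such cells at ED16 therefore remains a candidate explanation for both shifts. Of the 11 sets, 10 had an adjusted p-value below 0.05, and 7 had one with the length correction. In the other 9 splits of the libraries into 3 and 3, each with 2 libraries of one stage against 1 and so with part of the stage difference, from 6 to 9 sets did.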

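The set written for the cell cycle holds 56 tested genes. Its median log2 fold change was -0.86, 16 of the genes were higher at ED16, and the set was shifted toward ED19 (adjusted p = 0.00031 from camera). The direction and the side of the threshold were the same under every alternative run for gene sets, with medians from -0.93 without replicate 3 to -0.66 with upper-quartile normalization. Camera also passed sets in other groupings of the libraries.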

The 30 most enriched downregulated GO terms (Figure 3c) revealed that the DEGs are most significantly enriched in the cell cycle, metabolic process, and chromosome organization in biological process with a large number of GO terms of cell cycle components, membrane proteins, and organelle membranes and envelopes are observed in cellular components.

Additionally, the most enriched Biological Process up-down GO terms (Figure 3d) revealed that there are more upregulated DEGs than downregulated DEGs in the Biological Processes. The most enriched Cellular Components of up-down GO terms (Figure 3e) revealed that the DEGs are mostly upregulated than down-regulated in categories of vesicles, membrane and envelopes of Cellular components ontology.

The DEGs were then mapped to KEGG terms to understand if the genes with predicted functions in different biological pathways were significantly enriched. The KEGG enrichment analysis results are displayed as a scatter diagram in Figure 4a–c. In the analysis plot, the level of KEGG enrichment is measured through the rich factor, Q-value, and gene counts enriched in a particular pathway. The rich factor is the ratio of the DEGs to all annotated genes in a particular pathway. A large rich factor reflects a higher level of enrichment. Q-value is the adjusted *P* value after multiple testing with a range of 0 to 1. A level of KEGG enrichment is indicated as the Q-value approaches zero.

**Figure 4.**
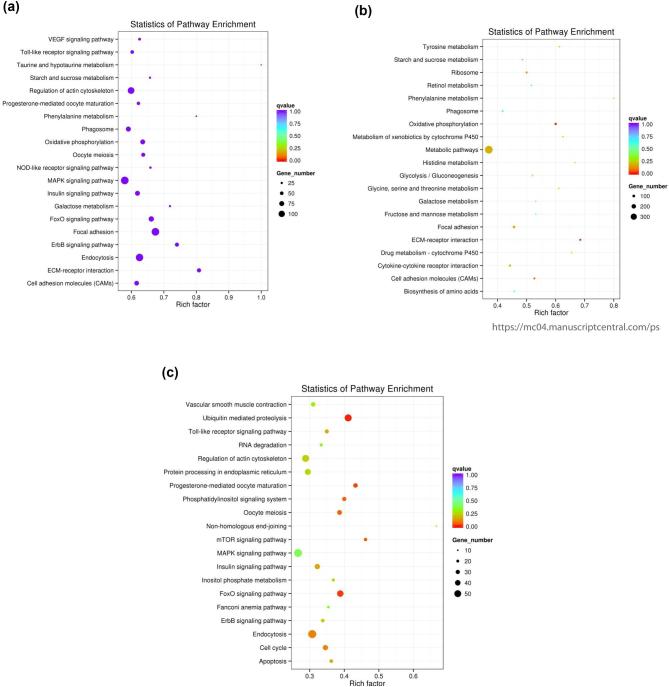
KEGG enrichment scattered plot for embryonic days 16 and 19 bursal cells from Hy-Line W-36 embryos. (**a**) DEG-enriched KEGG pathway scatterplot. (**b**) Upregulated DEG-enriched KEGG pathway scatterplot. (**c**) Downregulated DEG-enriched KEGG pathway scatterplot. The KEGG enrichment scatter plot: the most significant enriched 20 pathways are presented in the scatter plot. (**a**) The scattered plot of all DEGs: x-axis represents the name of the pathway and the y-axis represents the rich factor. The size stands for the number of difference genes and the color stands for different Q-values. (**b**) The scattered plot of upregulated DEGs: x-axis represents the name of the pathway and the y-axis represents the rich factor. The size stands for the number of difference genes and the color stands for different Q-values. (**c**) The scattered plot of downregulated DEGs: x-axis represents the name of the pathway and the y-axis represents the rich factor. The size stands for the number of difference genes and the color stands for different Q-values.

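The paper's numbers of DEGs per pathway add up to its totals of 5005, 3044 and 1961, so a gene in several pathways is counted in each of them. In the paper's supplement, 3 of the 154 pathways for all DEGs have an unadjusted P below 0.05, against 14 of 153 and 19 of 143 for the up- and downregulated genes. Among the sets written by symbol, all 37 ribosomal protein genes and all 32 oxidative phosphorylation genes were higher at ED16, with median log2 fold changes of 1.04 (adjusted p = 0.00017 from camera) and 1.26 (adjusted p = 7.2e-05). With the length correction their medians were 0.14 and 0.30 and neither passed (adjusted p = 0.12 and 0.059 from camera). The 52 genes of ubiquitin-mediated proteolysis had a median of -1.15 and 10 were higher at ED16 (adjusted p = 1.9e-06 from camera). The 26 FoxO and mTOR signaling kinases had a median of -1.26 and 5 were higher at ED16. The 20 Toll-like receptor signaling genes had a median of -0.97 (adjusted p = 0.016 from camera), which did not pass with the length correction (adjusted p = 0.059 from camera) or against only the tested genes with a symbol, a background chosen after the values were seen (adjusted p = 0.064 from camera).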

Our KEGG enriched scatter plot analysis revealed that 5,005 DEGs were assigned to 154 pathways (S-Kegg Scatter Plot Analysis -Sheet-All), for DEG enriched KEGG scatter plot, 3,044 upregulated DEGs were assigned to 153 pathways (S-Kegg Scatter Plot Analysis Up-Regulated), and 1,961 downregulated DEGs were assigned to 143 pathways (S-Kegg Scatter Plot Analysis Down-Regulated). The top 20 most significant enriched pathways were chosen for total (Figure 4a), upregulated (Figure 4b), and downregulated (Figure 4c) DEGs enriched KEGG pathway scatter plots.

This study evaluated gene expression in early B-cell development using transcriptomic analysis of bursal B-cells. Previous studies from this lab produced evidence for expression of interleukin receptors and receptor tyrosine kinase superfamily members in unseparated populations of bursal B-cells and bursal tissue (McCarthy et al., 2006; Felfoldi et al., 2008; Pharr et al., 2009). These data led to the hypothesis that signals through cytokine receptors could be important for the early B-cell differentiation event(s) in the embryonic bursa. The hypothesis further predicted that genes showing differential expression between the 2 developmental time points may decide cell fate such as survival, proliferation, and differentiation. Therefore, based on the hypothesis, ED16 and ED19 cell surface protein-encoding genes associated with the pathways JAK-STAT, Wnt signaling, and MAPK signaling identified with KEGG analysis (Table 5) are discussed below.

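The sets written for these pathways moved less than the adhesion and matrix genes. The 41 JAK-STAT signaling genes had a median log2 fold change of 1.31, and 29 were higher at ED16 (adjusted p = 0.013 from camera). The 24 Wnt signaling genes had a median of 1.29, and 18 were higher at ED16 (adjusted p = 0.031 from camera). Without replicate 6 neither set passed (adjusted p = 0.13 from camera for both), nor did either against only the tested genes with a symbol, a background chosen after the values were seen (adjusted p = 0.064 and 0.11 from camera). The Wnt set also failed with at least 10 counts in every library (adjusted p = 0.75 from camera), but that filter removes genes near 0 at either stage and left 14 of the 24 genes. The 50 MAPK signaling genes had a median of -0.76, with 22 higher at ED16, and the set was not shifted (adjusted p = 0.65 from camera). In the paper's supplement the unadjusted P for all DEGs is 0.722 for JAK-STAT, 0.606 for Wnt and 0.222 for MAPK signaling. Of the genes the paper names as measured or discusses beside them, 40 had an identifier and 39 were tested. An adjusted p-value below 0.05 was reached by 33 of them, both over all tested genes and over this list alone, but the list is drawn from the paper's own calls on these data. Marker genes of other cell types were mostly higher at ED16, and the B-cell markers with a symbol were higher at ED19. Bulk counts therefore cannot assign the changes of the genes below to B-cells alone.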

**Table 5.** Genes encoding surface proteins predicted to be associated with pathways identified with KEGG enrichment analysis in embryonic days 16 and 19 bursal cells from Hy-Line W-36 embryos.

	Gene ID	Log fold change	Gene name
**MAP kinase Pathway**	ENSGALG00000012357	–1.14700	CXCR4
	ENSGALG00000007675	–0.45604	CXCR5
**JAK-STAT Pathway**	ENSGALG00000005638	0.86514	CD132
	ENSGALG00000006313	–0.66557	IL-4RA
	ENSGALG00000014716	–0.46118	Gp130
**Wnt Pathway**	ENSGALG00000009064	0.20678	FZD1
	ENSGALG00000016627	0.34486	FXD3
	ENSGALG00000016069	0.39605	FZD 6
	ENSGALG00000023536	5.54310	FZD7
	ENSGALG00000028487	2.79460	FZD8
	ENSGALG00000006998	–0.07460	LR5
	ENSGALG00000011558	–1.25180	LRP6
	ENSGALG00000006488	–0.76496	RYK

The table shows the genes along with gene ID, its Entrez gene name, and the fold change in our experiment and what pathway they are associated with.

### JAK-STAT Signaling Pathway

The chicken IL-4 receptor alpha and the signal transducing subunit CD132 (Table 5) represent candidates for activating the JAK-STAT pathway in bursal B-cells, leading to the activation of transcription factors that may induce B-cell differentiation. 

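The IL-4 receptor subunits moved in opposite directions. IL4RA had an RPKM of 10.5 ± 0.809 (SD, n = 3) at ED16 and 17.2 ± 2.25 at ED19, a log2 fold change of -0.67 (standard error 0.13, adjusted p = 0.0021 from edgeR's quasi-likelihood F test). CD132 (IL2RG) had an RPKM of 252 ± 9.34 at ED16 and 142 ± 6.35 at ED19, a log2 fold change of 0.87 (standard error 0.15, adjusted p = 0.0010 from the same test). With the length correction CD132 no longer passed (log2 fold change 0.41, adjusted p = 0.059 from edgeR). JAK1 and JAK2 were higher at ED19, with log2 fold changes of -1.80 and -2.20 (adjusted p = 0.00099 and 0.00062 from edgeR). STAT6 was higher at ED16, with a log2 fold change of 1.04 (adjusted p = 0.0020 from edgeR), and did not pass with the length correction (0.19, adjusted p = 0.42 from edgeR). The 3 libraries of each stage did not overlap for any of these genes. All 5 B-cell markers with a symbol were higher at ED19, with log2 fold changes from -2.30 to -0.80. All 7 T-cell markers tested, and 6 of 7 for granulocytes and macrophages, were higher at ED16. A different share of B-cells at each stage therefore cannot be told apart from a change of these receptor and signaling genes within B-cells.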

The expression of the chicken IL-4 receptor in the bursa has been found at the protein (McCarthy et al., 2006) and cDNA level (Caldwell et al., 2005; Liu et al., 2016; DT40 RNA-seq expression data GSE58766, Smith et al., 2015).

The IL-4 receptor activates JAK1 and JAK2 which then phosphorylate STAT6 (Mokada-Gopal et al., 2017). Phosphorylated STAT6 proteins form homodimers and translocate to the nucleus transactivating genes associated with cell proliferation and events associated with germinal centers. Recent mammalian studies have shown that STAT6 is critical for the development of germinal centers. Germinal centers are responsible for somatic hypermutation to improve the B-cell receptor affinity for the antigen epitope, and H-chain class switching, both of which are mediated by the product of the activation-induced cytidine deaminase (**AICDA**) gene. In STAT6-deficient B-cells, a number of genes important for germinal centers were downregulated, including the major transcription regulator Bcl6 (Turqueti-Neves et al., 2014).

Two major transcriptional regulators control B-cell biology in the germinal center, Bcl6, and Bach2. These 2 genes have opposing functions that regulate germinal center B-cells. Bcl6 works as a transcriptional repressor to prevent expression of DNA-damage response genes to allow B-cells to proliferate and survive while undergoing somatic hypermutation and double-strand DNA breaks due to class switching. Bach2, on the other hand, is activated by signals through the B-cell receptor and IL-7 receptor (Tamahara et al., 2017) to stimulate both cell cycle checkpoint genes as well as a cell death program due to DNA damage (Swaminathan et al., 2014). Therefore, the cooperation between the 2 major transcriptional regulators is postulated to ensure proper affinity maturation and differentiation in the germinal center (Huang et al., 2014).

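BACH2 had 457, 540 and 497 counts at ED16 and 3485, 3398 and 653 at ED19. Its RPKM was 6.35 ± 0.966 (SD, n = 3) at ED16 and 33.3 ± 20.6 at ED19, and ED19_6 with 9.74 lay far below the other ED19 libraries. The log2 fold change was -2.30 (standard error 0.46, adjusted p = 0.0024 from edgeR's quasi-likelihood F test), which is 4.92-fold higher at ED19. The authors' deposited log2 fold change is -2.2934. With each library left out in turn the log2 fold change stayed between -2.76 and -1.97. BACH2 was listed as a B-cell marker, and all 5 such markers with a symbol were higher at ED19. A larger share of B-cells at ED19 therefore remains a candidate explanation for part of the change. BCL6 has no identifier in the files' symbols and was not analysed here.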

High levels of Bcl6 transcripts at ED16 and ED19 were found as was a 2-fold increase in Bach2 transcripts in ED19 (S-Differentially Expressed Genes). With relevance to our work, Bcl6 is one of the many genes induced by IL-4 receptor/STAT6 signaling in mammals (Ruiz-Lafuente et al., 2014; Turqueti-Neves et al., 2014). Recent studies demonstrate a possible role for Bcl6 and Bach2 in chicken repertoire development. The disruption of the Bcl6 gene in the chicken bursal B-cell line DT40 eliminated Bach2 and AICDA transcripts. Additional experiments showed that Bcl6 transactivates Bach2 and targets the AICDA gene in cooperation with Pax5 (Alinikula et al., 2011). While Bcl6 not only transactivates AICDA, the activation of additional genes by Bcl6 are also required for Ig–gene conversion (Williams et al., 2016). Moreover, a Bach2 deficiency in the same cell line abrogated Ig–gene conversion and showed that Bach2 may transactivate the AICDA promoter as well as transactivate genes associated with function of the AID protein (Budzynska et al., 2017). Therefore, it may be possible that IL-4 could represent one of the microenvironmental signals during embryonic bursal B-cell development which supports the expression of transcriptional regulators associated with Ig–gene conversion.

The gp130 represents the signal transducing subunit for IL-6 cytokine family receptors. The signal through JAK1 activates STAT genes, STAT3, the predominant form as well as STAT1 and STAT5 (Hirano et al., 2000). The levels of gp130 transcripts did not differ between ED16 and ED19. Those gene transcripts have also been reported in the DT40 database, in the posthatch bursa (Sun et al., 2015; Liu et al., 2016), and at the protein level in the posthatch bursa (McCarthy et al., 2006). 

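The gp130 gene (IL6ST) had 119, 171 and 160 counts at ED16 and 276, 267 and 87 at ED19. Its RPKM was 1.63 ± 0.402 (SD, n = 3) at ED16 and 2.38 ± 1.12 at ED19. The log2 fold change was -0.47 (standard error 0.36, adjusted p = 0.28 from edgeR's quasi-likelihood F test), and the libraries of the stages overlapped. Without replicate 6 the log2 fold change was -0.82 and passed the threshold (adjusted p = 0.011 from edgeR), and over all alternatives its adjusted p ranged up to 0.63.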

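LIFR, the receptor for leukemia inhibitory factor, had 20, 21 and 14 counts at ED16 and 1, 0 and 0 at ED19. Its mean RPKM at ED16 was 0.141, and its normalized counts were at least 4.81-fold higher at ED16 (adjusted p = 0.00043 from edgeR's quasi-likelihood F test). CNTFR, the receptor for ciliary neurotrophic factor, had 71, 50 and 43 counts at ED16 and none at ED19. Its mean RPKM at ED16 was 1.36, and it was at least 14.8-fold higher at ED16 (adjusted p = 0.00018 from edgeR). OSMR was not analysed here.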

We found only low levels of transcripts for alpha receptor candidates of various IL-6 family cytokines, leukemia inhibitory factor, oncostatin, and ciliary neurotrophic factor receptors (S-Differentially Expressed Genes). 

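IL11RA had 47, 30 and 18 counts at ED16 and 0, 4 and 0 at ED19. Its RPKM was 0.166 ± 0.0662 (SD, n = 3) at ED16 and 0.00782 ± 0.0135 at ED19. The log2 fold change was 4.38 (standard error 0.85, adjusted p = 0.0020 from edgeR's quasi-likelihood F test). With so few counts its size is uncertain: leaving out each library in turn moved the log2 fold change between 3.72 and 7.95.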

An IL-11 receptor alpha candidate which is expressed in the posthatch bursa (McCarthy et al., 2006; Sun et al., 2015; Liu et al., 2016) and Harderian gland (Deist and Lamont, 2018) is of interest. In mammals and chickens, IL-11 is a stromal-derived cytokine controlling various biological properties of cells including proliferation, differentiation, and cytokine production (Xu et al., 2016; Truong et al., 2018). Of interest to our work, the combined effect of IL-11 with different hematopoietic cytokines induced the differentiation of both myeloid and lymphoid progenitors in mammalian hematopoiesis (Ray et al., 1996; Weich et al., 2000). In future studies it would be of interest to isolate the follicular reticular epithelial cells for evaluation of cytokine synthesis to identify a source for IL-11 in the bursa.

### Wnt Signaling Pathway

Wnts are secreted cysteine-rich glycosylated and lipid modified proteins (Mills et al., 2017). The Wnt/β-catenin pathway, or so-called canonical Wnt signaling, is well known for a signaling stream that is involved in chicken primordial germ cells development, specification, migration, and proliferation (Kimura et al 2006; Ohinata et al., 2009; Laird et al., 2011; Chawengsaksophak et al., 2012). Recent studies indicate that Wnt ligands and Wnt receptors are expressed in the bursa (Sun et al., 2015; Liu et al., 2016; Monson et al., 2018). 

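FZD2, FZD7, FZD8, LRP1, LRP2 and LRP4 were tested, and each had higher expression at ED16 than at ED19 in all 3 libraries. FZD7 had an RPKM of 3.12 ± 1.07 (SD, n = 3) at ED16 and 0.0712 ± 0.0366 at ED19, a log2 fold change of 5.46 (standard error 0.43, adjusted p = 4.6e-05 from edgeR's quasi-likelihood F test). FZD8 had an RPKM of 8.75 ± 1.51 at ED16 and 1.32 ± 0.322 at ED19, a log2 fold change of 2.78 (standard error 0.30, adjusted p = 0.00013 from edgeR). The log2 fold changes of FZD2, LRP1, LRP2 and LRP4 were 2.02, 1.70, 3.17 and 1.72, with adjusted p-values of 0.0036, 0.0083, 0.00028 and 0.0087 from edgeR. FZD10, with 10, 10 and 17 counts at ED16 and none at ED19, had too few counts to be tested with the filter and was at least 3.02-fold higher at ED16. Without the filter FZD10 passed, with a log2 fold change of 6.62 (standard error 1.18, adjusted p = 0.0017 from edgeR), a size that is uncertain with no counts at ED19. LRP4 had at most 49 counts in a library and did not pass with limma on log2(RPKM + 1) (adjusted p = 0.077 from limma). LRP2 had 884, 380 and 288 counts in the ED16 libraries, the order that SLC34A1 also had. Of 19 listed kidney genes tested, 18 were higher at ED16, so kidney RNA is a candidate explanation for LRP2. Of 44 tested marker genes of cell types other than B cells, 42 were also DEGs higher at ED16. Their median log2 fold change was 4.22. RNA from other cells therefore remains a candidate explanation for the Wnt genes higher at ED16. The direction of the 6 tested genes FZD2, FZD7, FZD8, LRP1, LRP2 and LRP4 was the same with upper-quartile normalization and with the length correction. LRP6 and RYK were higher at ED19, with log2 fold changes of -1.26 and -0.76 (adjusted p = 0.013 and 0.0080 from edgeR), and LRP6 did not pass without replicate 1 (adjusted p = 0.054 from edgeR). FZD1, FZD3, FZD6 and LRP5 did not pass, although FZD6 did with the length correction (adjusted p = 0.024 from edgeR).

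**Figure D1:**
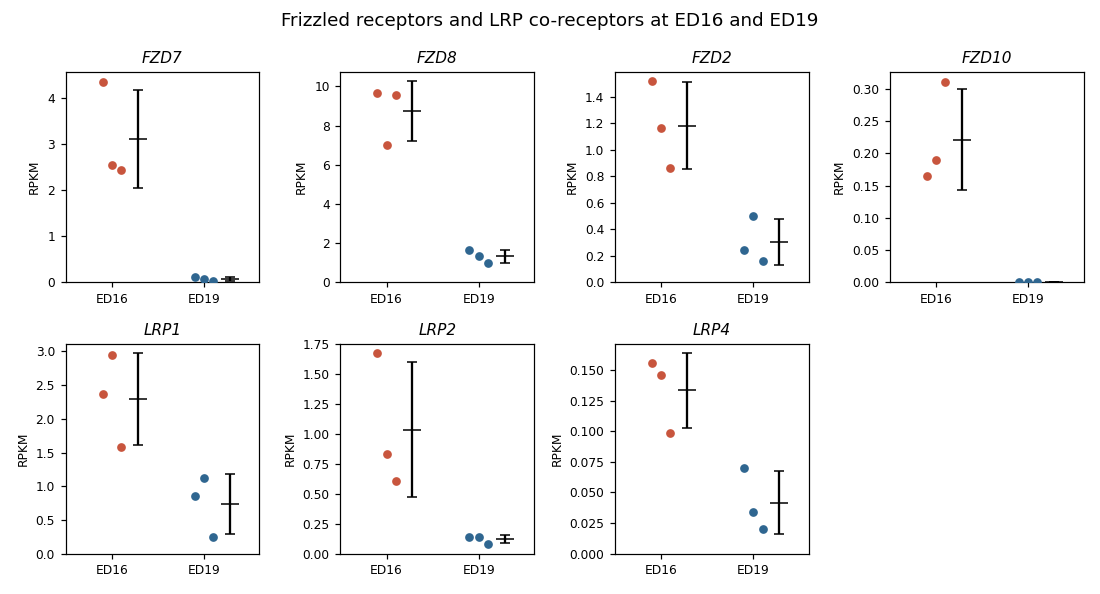
RPKM of 7 Wnt receptor and co-receptor genes on linear axes, with a point for each library (3 at ED16, 3 at ED19) and a bar for the mean with its SD. For each gene the 3 ED16 libraries lie above the 3 ED19 libraries.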

In the current study, Frizzled (**FZD**) receptors FZD2, 7, 8, and 10 and Wnt co-receptors low-density lipoprotein-related proteins (**LRP**) LRP1, 2, and 4 were upregulated from ED16–ED19. In mammals, a role for Wnt signaling in lymphopoiesis has been well characterized. The mouse thymus exhibited differential expression of FZD receptors between the different T-cell development stages, whereas Wnt ligands are predominantly secreted by thymic epithelial cells (Weerkamp et al., 2006). Given that contact between bursal B-cells and the follicular epithelial cells is critical for B-cell differentiation (Weber, 2000; Funk and Palmer, 2003), it is reasonable to hypothesize that Wnt ligands could serve as soluble or cell-bound factors that induce bursal B-cell differentiation.

### MAPK Signaling Pathway

Mitogen-activated protein kinase (**MAPK**) signaling pathway is involved in cell proliferation and differentiation. It allows for the environmental adaptation which is necessary for activation and regulation of correlated events important for cell survival (Katz et al., 2007). There are 7 distinct MAPK groups that have been characterized in mammalian cells: extracellular regulated kinases (ERK1/2), c-Jun NH2 terminal kinases (JNK1/2/3), p38 MAPK (p38 α/β/γ/δ), ERK3/4, ERK5, ERK7/8, and Nemo-like kinase (NLK) (Broom et al., 2009; Xing et al., 2010). Substantial studies have been done on ERK1/2, JNKs, and p38 MAPK. 

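All 14 genes MAPK6, MAPK9, MAPK11 to MAPK14, MAPK8IP1 to MAPK8IP3, MAPKAPK2, MAPKAPK3, MAPKAPK5, MAPKBP1 and NLK were DEGs, and the normalized counts of the stages did not overlap for any of them, although the RPKM of MAPKBP1 did (0.900 in ED16_2 and 0.869 in ED19_6). MAPK12, MAPK13, MAPKAPK2, MAPKAPK3, MAPK8IP1 and MAPK8IP2 were higher at ED16. MAPKAPK2 was the most expressed of these 6, with an RPKM of 32.9 ± 3.54 (SD, n = 3) at ED16 and 12.5 ± 0.393 at ED19, a log2 fold change of 1.44 (standard error 0.14, adjusted p = 9.3e-05 from edgeR's quasi-likelihood F test). MAPK8IP1 had 153, 89 and 74 counts at ED16 and 0, 4 and 1 at ED19, a log2 fold change of 5.80 (standard error 0.67, adjusted p = 0.00018 from edgeR). The other 8 genes were higher at ED19, with log2 fold changes from -2.49 for MAPK9 to -0.74 for MAPK11. MAPK9 had an RPKM of 2.21 ± 0.282 at ED16 and 12.9 ± 2.24 at ED19 (adjusted p = 5.3e-05 from edgeR). MAPKBP1 had the largest adjusted p of the 14, 0.0090 from edgeR. Its RPKM was 3.40 in ED19_4 and 3.43 in ED19_5. Directions and calls were the same under the other normalizations, filters and tests and with each library left out, wherever these genes were tested. MAPK11, MAPK14, MAPKAPK5 and NLK changed less than 2-fold, so a minimum fold change of 2 leaves them out.

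**Figure D2:**
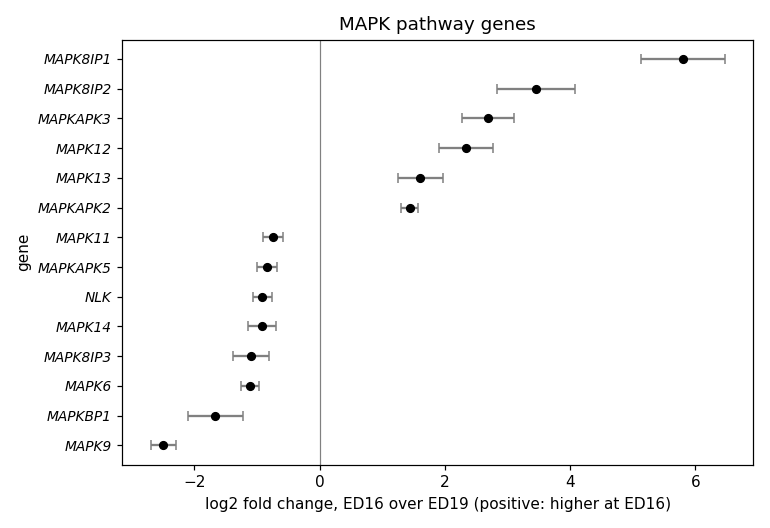
Log2 fold change of 14 MAPK pathway genes, ED16 over ED19, with bars for the standard error from edgeR. MAPK12, MAPK13, MAPKAPK2, MAPKAPK3, MAPK8IP1 and MAPK8IP2 lie right of 0 (higher at ED16), and the other 8 lie left of it.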

Samples from ED16–ED19 showed upregulated MAPK12, MAPK13, MAPKAPK2, MAPKAPK3, MAPK8IP1, MAPK8IP2 and downregulated MAPK1, MAPK6, MAPK9, MAPK11, MAPK14, MAPK8IP3, MAPKAPK5, MAPKBP1, and NLK. 

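CXCR4 had an RPKM of 198 ± 15.6 (SD, n = 3) at ED16 and 447 ± 64.6 at ED19, a log2 fold change of -1.15 (standard error 0.20, adjusted p = 0.0012 from edgeR's quasi-likelihood F test). CXCR5 had an RPKM of 133 ± 8.71 at ED16 and 193 ± 67.7 at ED19, a log2 fold change of -0.46 (standard error 0.22), and did not pass (adjusted p = 0.090 from edgeR). ED19_6 had an RPKM of 115 for CXCR5, below all 3 ED16 libraries, and the other ED19 libraries had 225 and 238. CXCR5 passed without replicate 6 (adjusted p = 9.0e-05 from edgeR) and with the length correction (adjusted p = 0.0025 from edgeR). Both genes were among the most expressed, at percentile 99.1 and 97.6 of mean RPKM at ED19. All 5 B-cell markers with a symbol were higher at ED19, so a larger share of B-cells there remains a candidate explanation for CXCR4.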

Candidates for the MAPK pathway activation that are relevant to our long term interest would include the receptors for CXC chemokines, CXCR4 and CXCR5 (Table 5). The receptors respond to chemoattractant cytokines that direct the migration of leukocytes (Lopez-Cotarelo et al., 2017), and based on mammalian studies, the chemokine receptor transcripts identified here are predicted to encode G-protein coupled receptors activating MAPK signal transduction (Sun et al., 2002). Both CXCR4 and CXCR5 are expressed on bursal B-cells (Koskela et al., 2003; McCarthy et al., 2005; Haertle et al., 2017). Elegant functional studies showed that CXCR5^+^ bursal B-cells migrate in response to recombinant CXCL13 (Haertle et al., 2017). An important role for CXCR4 and CXCR5 has been proposed in the colonization of the embryonic bursa as both chemokine ligands are expressed in bursal tissue (Read et al., 2005; McCarthy et al., 2006). Recruitment of prebursal stem cells from the vasculature into the mesenchyme requires CXCR4, whereas CXCR5 is required for directional migration to the developing bursal follicles (Ratcliffe and Hartle, 2014).

## CONCLUSION

The RNA-Seq data analysis of bursal B-cells at ED16 and ED19 generated over 90 million high-quality clean reads from cDNA libraries using deep RNA sequencing. The DEGs identified in bursal B-cells at 2 developmental time points represent candidates for guiding B-cell differentiation. With increased understanding of the genes involved in B-cell differentiation, it will be possible to predict soluble or surface expressed factors in the embryonic bursa that regulate the expression of these genes, therefore identifying roles for the non-lymphoid cells present in the embryonic bursal follicles. In future studies, we plan to further validate gene expression in the 2 B-cell stages using reverse transcriptase PCR and/or quantitative real-time PCR. These findings will be extended with flow cytometry and western blotting experiments.

## SUPPLEMENTARY DATA

Supplementary data are available at *Poultry Science* online.

pez354_Supplemental_Files Click here for additional data file.

# Supplementary material for: Transcriptomic analysis of early B-cell development in the chicken embryo
**Source:** Poult Sci. 2019 Jun 25;98(11):5342–54. doi: 10.3382/ps/pez354
**Supplement:** pez354_Supplemental_Files

**S-Figure 1: Error rate Distribution**

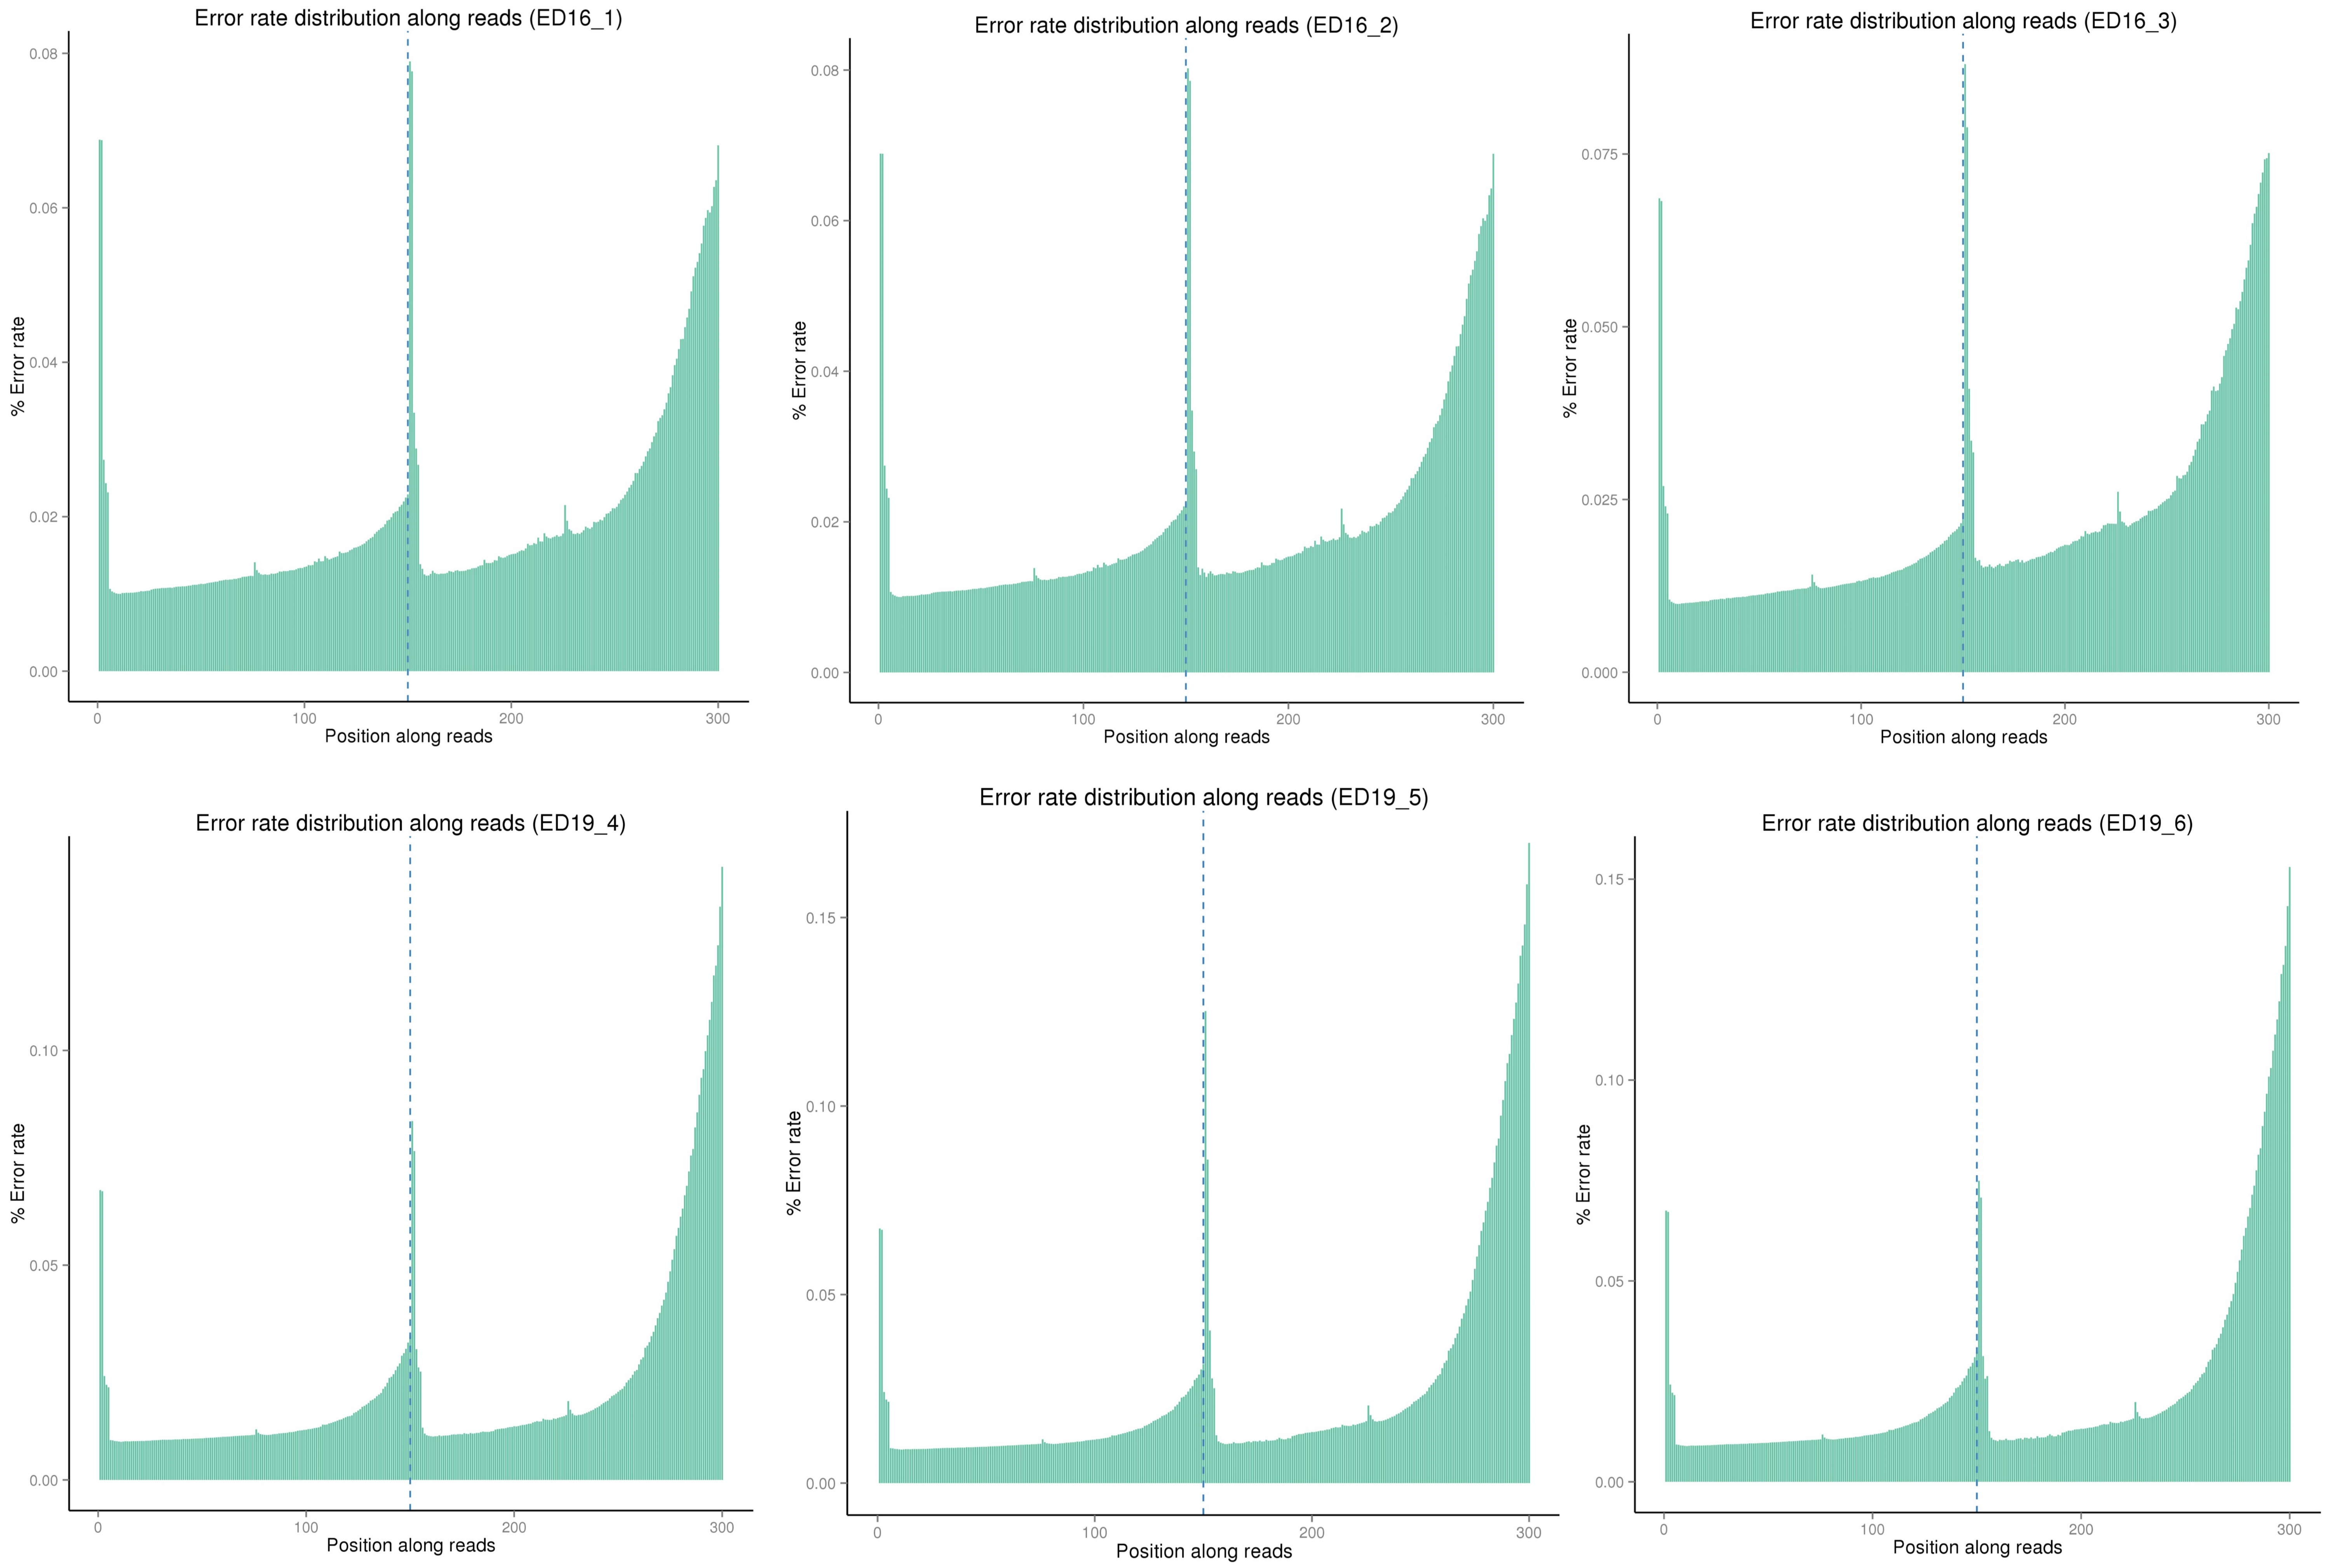

The x-axis shows the base position along each sequencing read and the y-axis shows the base error rate. Sequencing error rate and base quality depend on the sequencing machine, reagent availability, and the samples.

(1) Error rate increases as the sequencing reads are extended and sequencing reagents become more and more scarce.

(2) The first six bases have a relatively high error rate due to the random hexamers used in priming cDNA synthesis.

**S-Figure 2: GC Content Distribution**

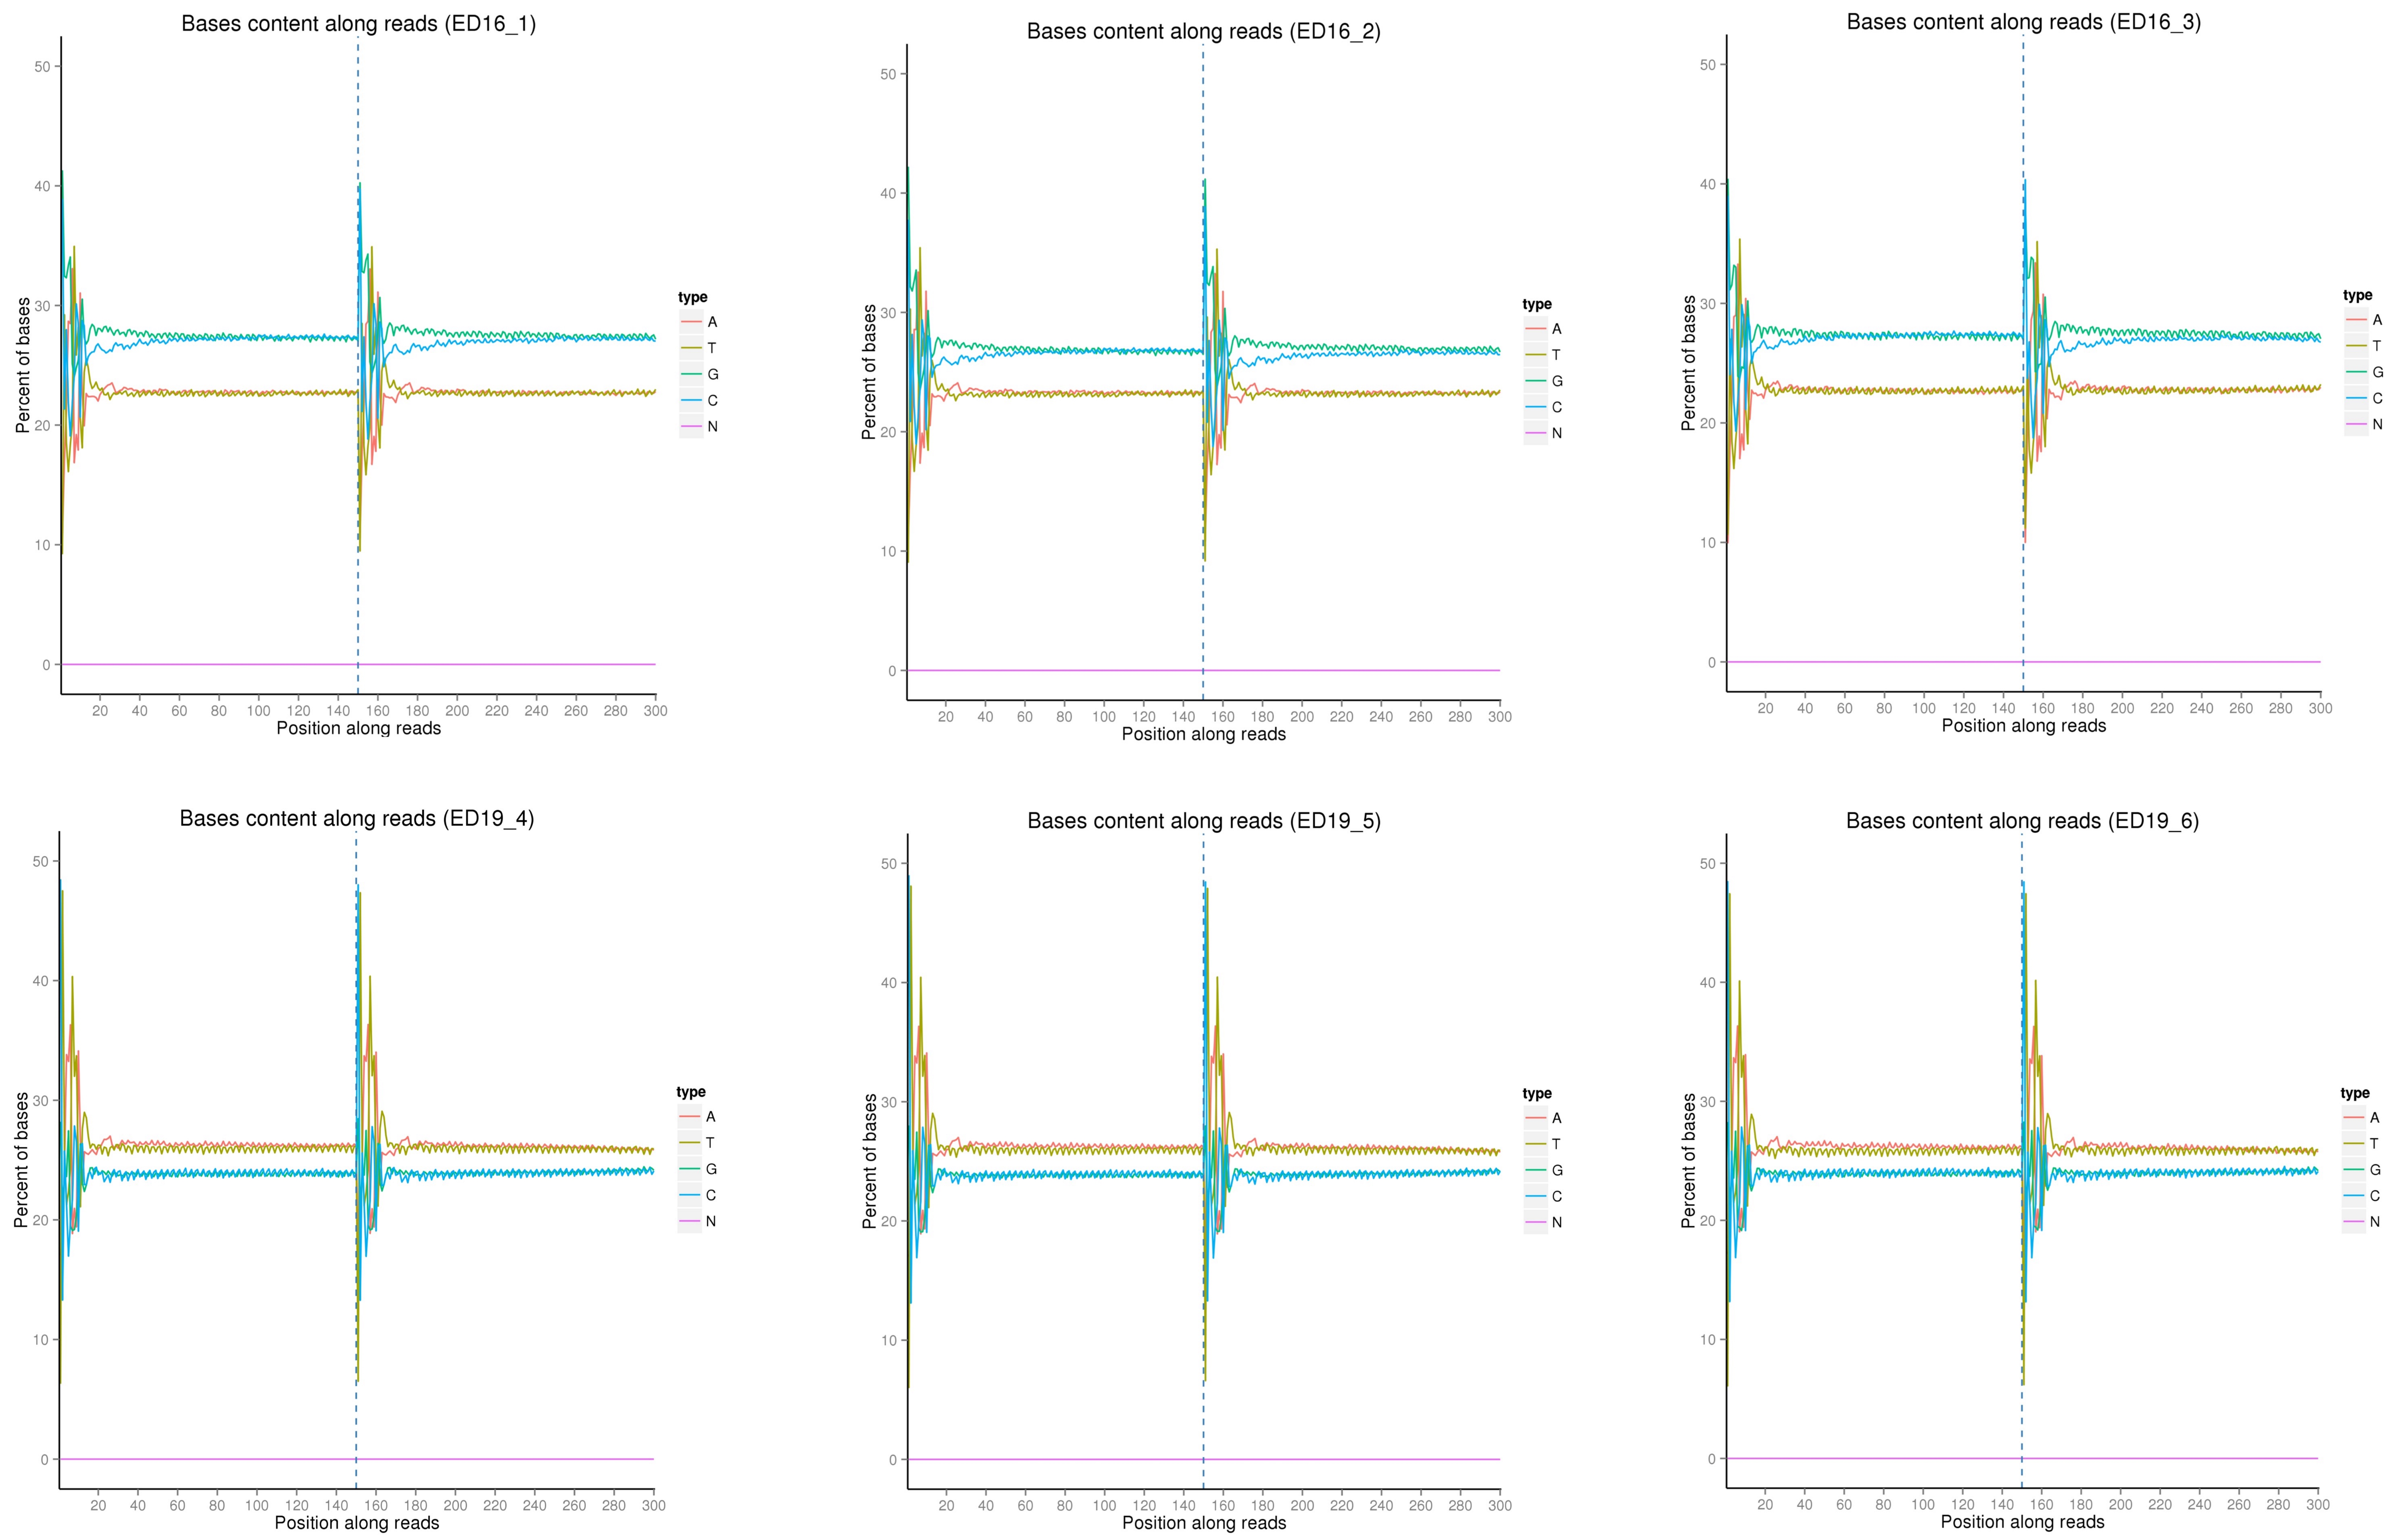

The x-axis shows each base position within a read, and the y-axis shows the percentage of each base, with each base represented by a different color.

**S-Figure 3: Raw Reads Components**

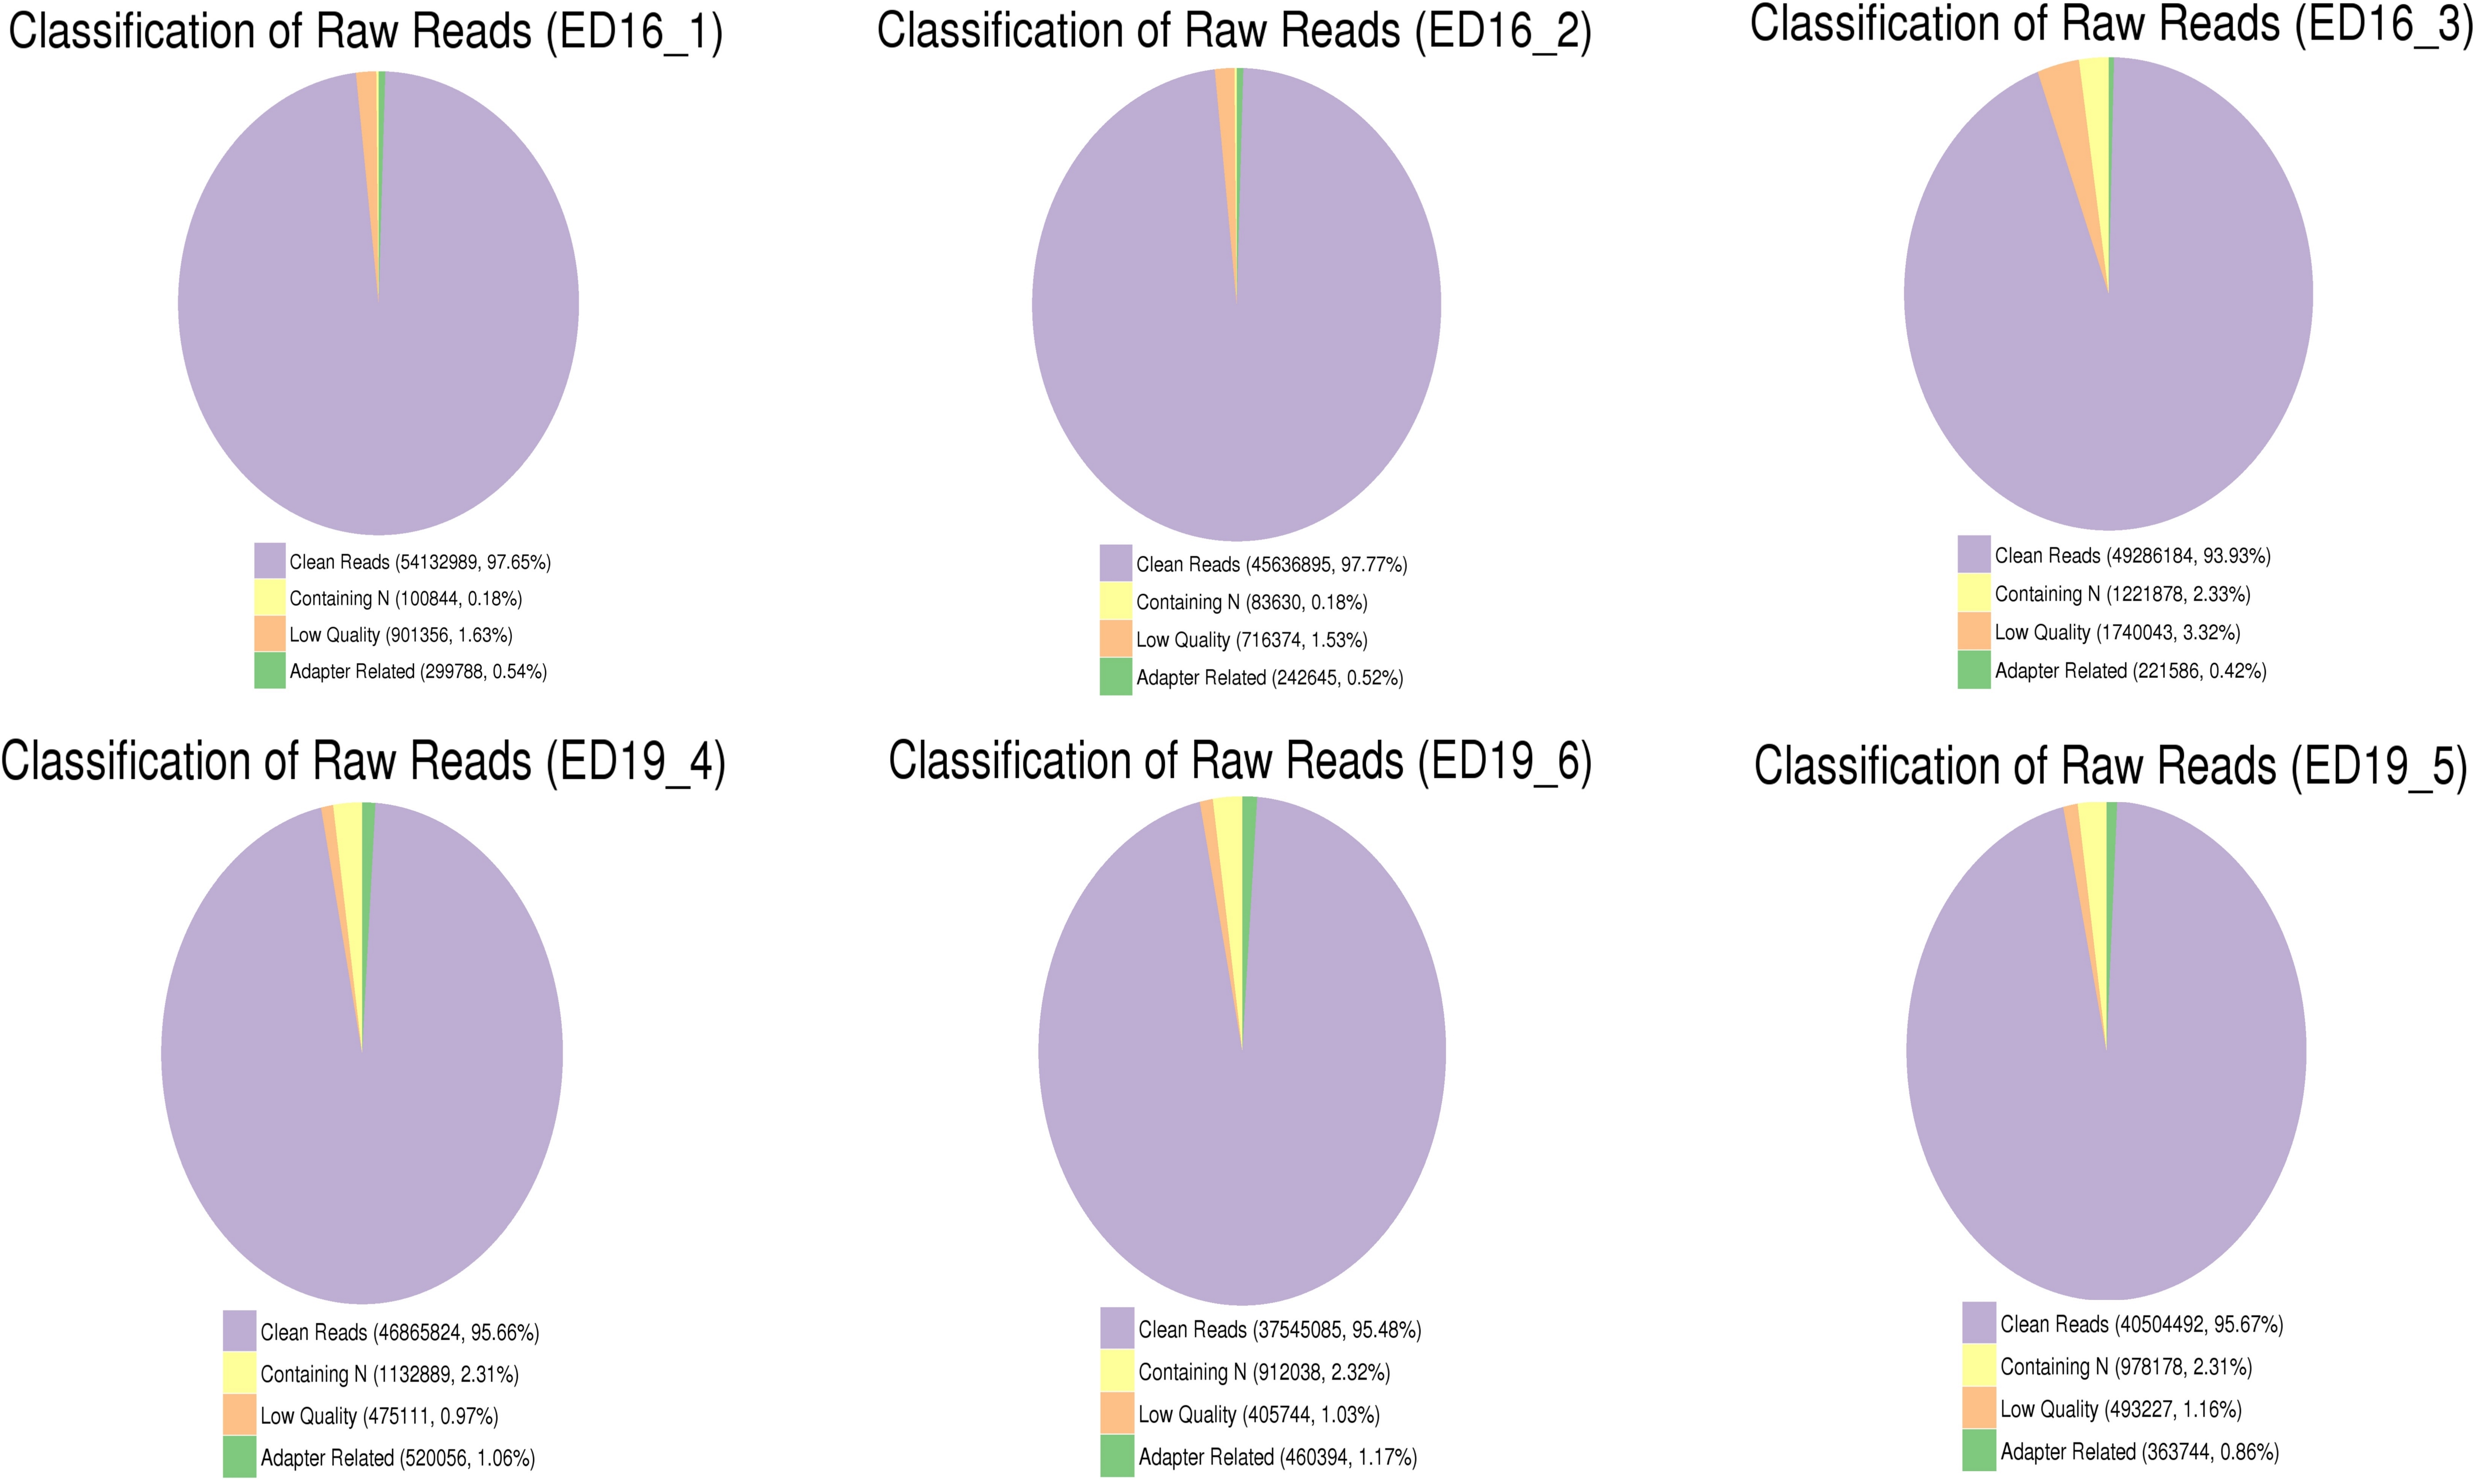

Results are shown as percentage of total raw reads.

(1) Adapter related: reads that had adapter contamination.

(2) Containing N: reads in which uncertain nucleotides constituted more than 10 percent of the read.

(3) Low quality: reads in which low quality nucleotides constituted more than 50 percent of the read.

(4) Clean reads: reads that passed quality control.

**S-Figure 4: Reads Mapped to Reference Genome**

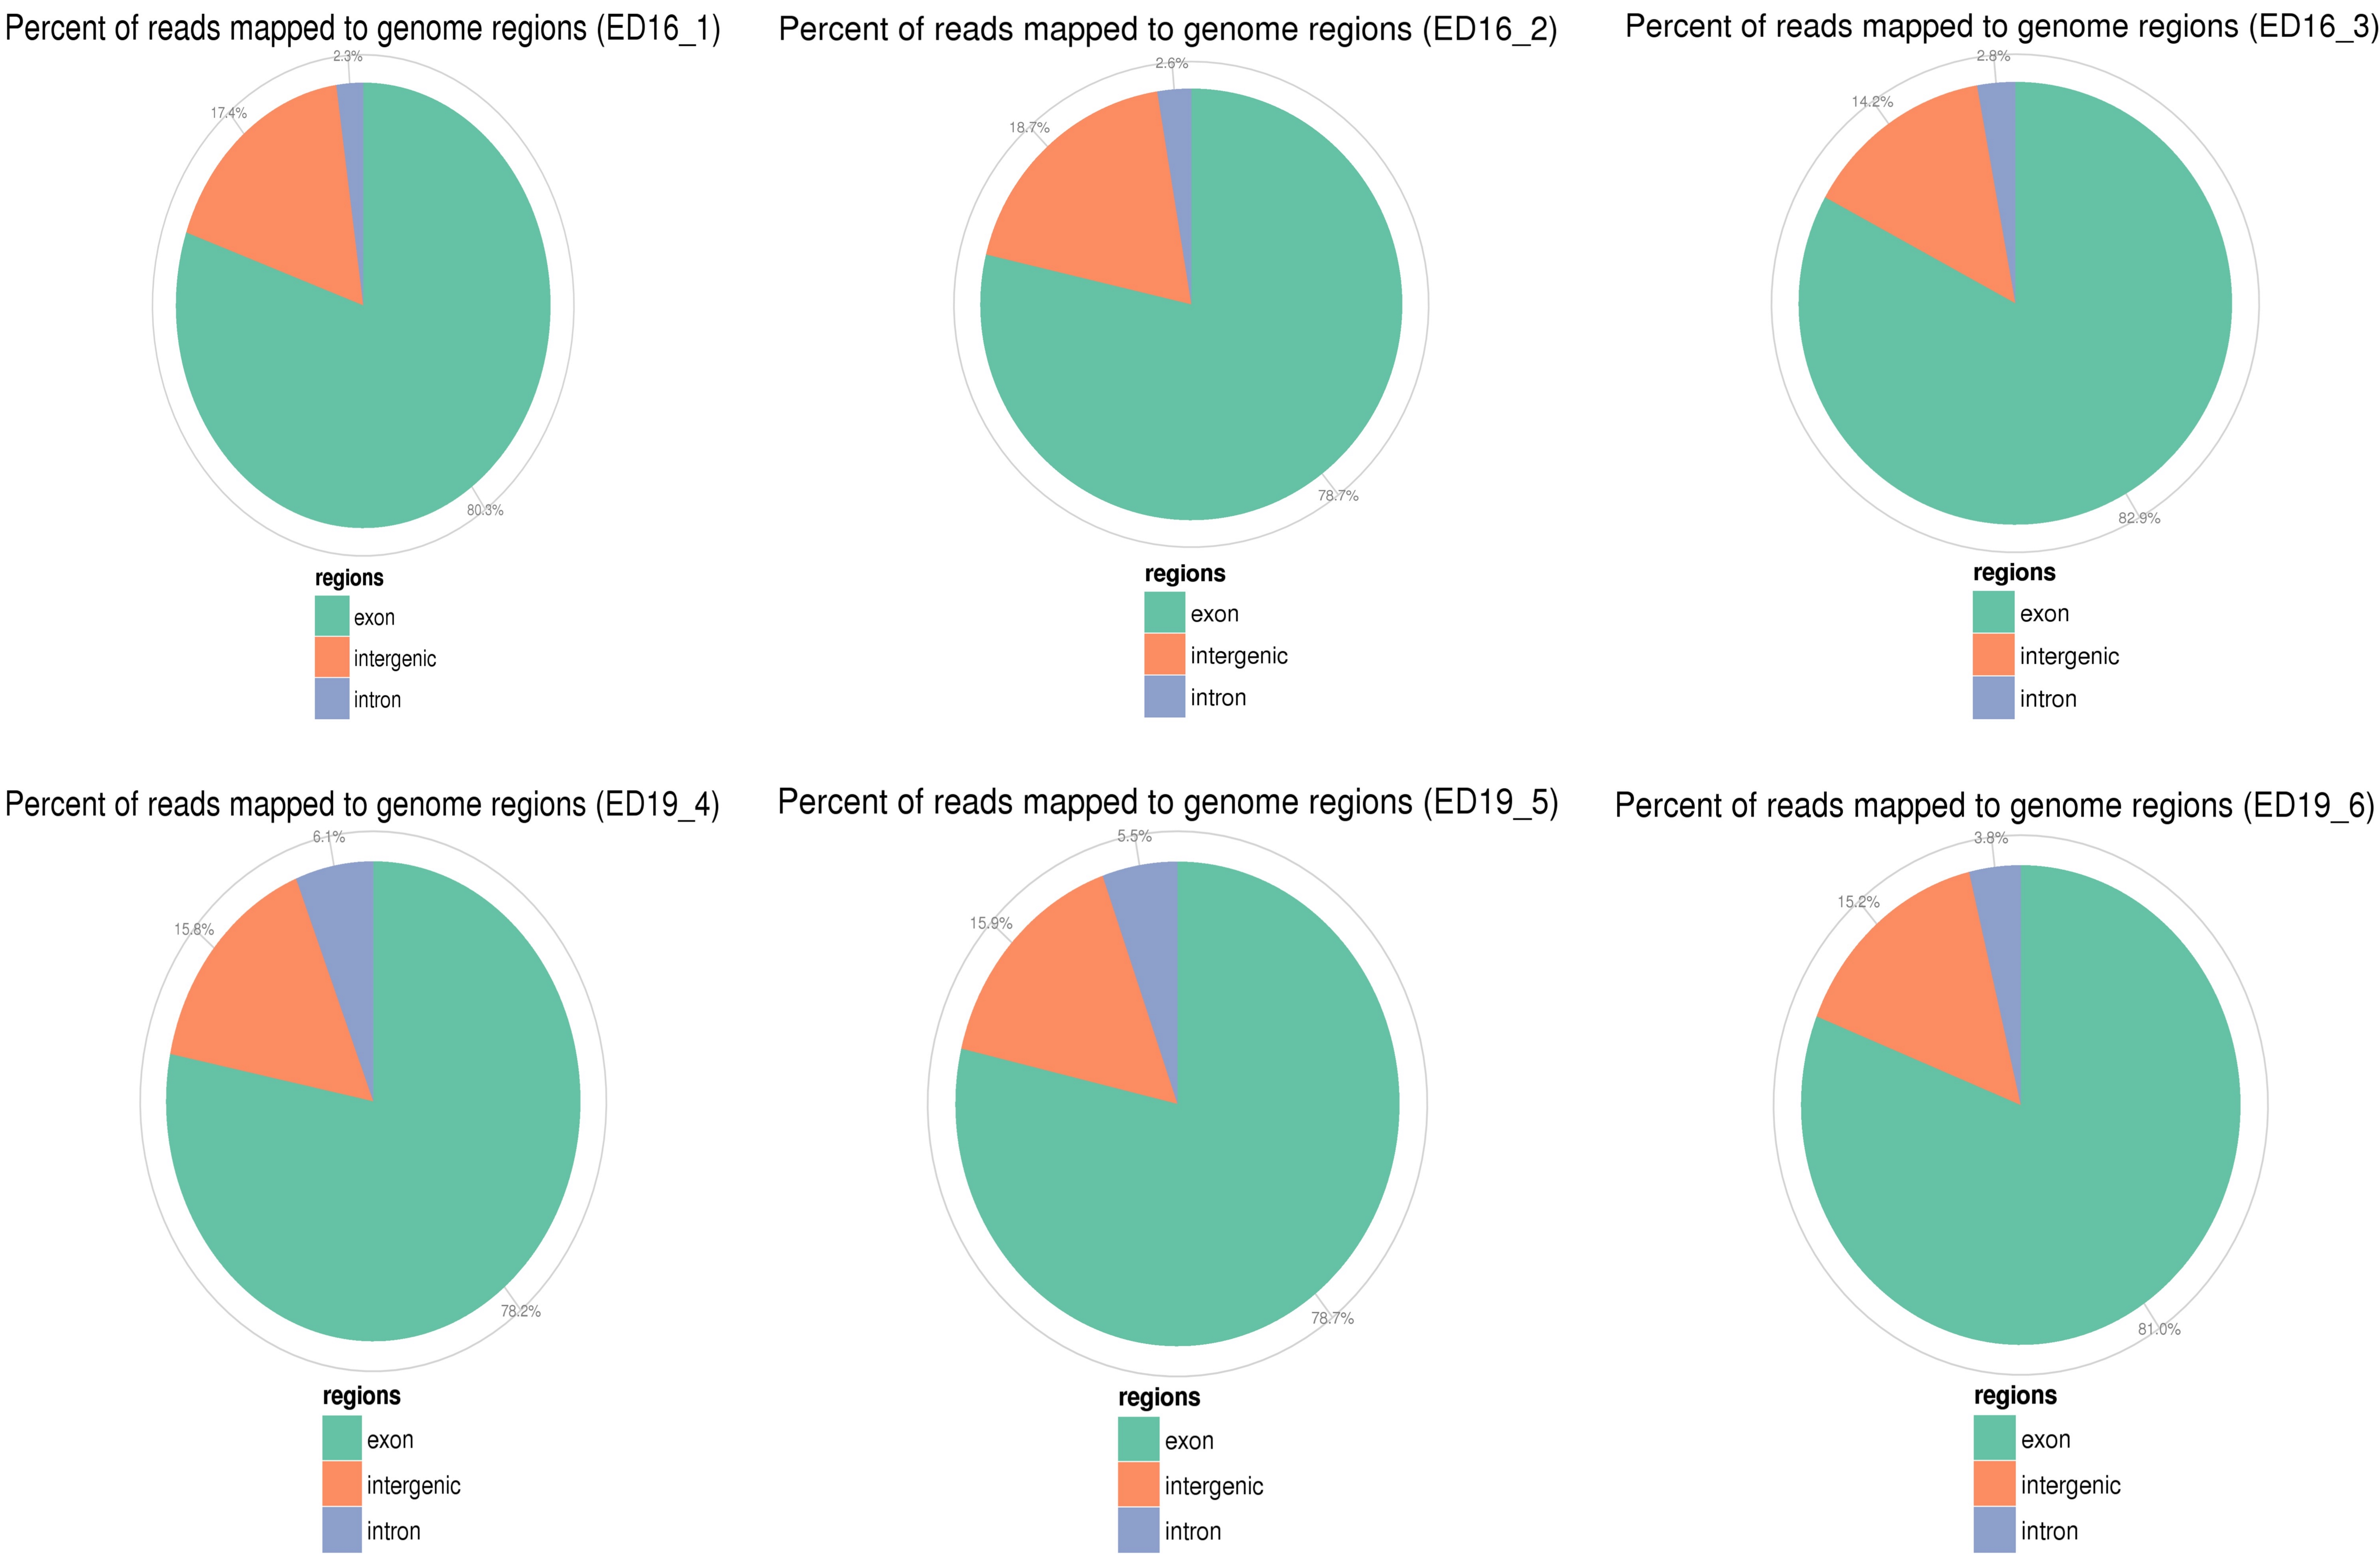

Classification of Reads for each sample are shown here according to Mapped Region. Green color portion represents exon, purple color represents intron and orange color represents intergenic (because of weak annotation of the reference genome).

**S-Figure 5: Distribution of Mapped Reads in Chromosomes**

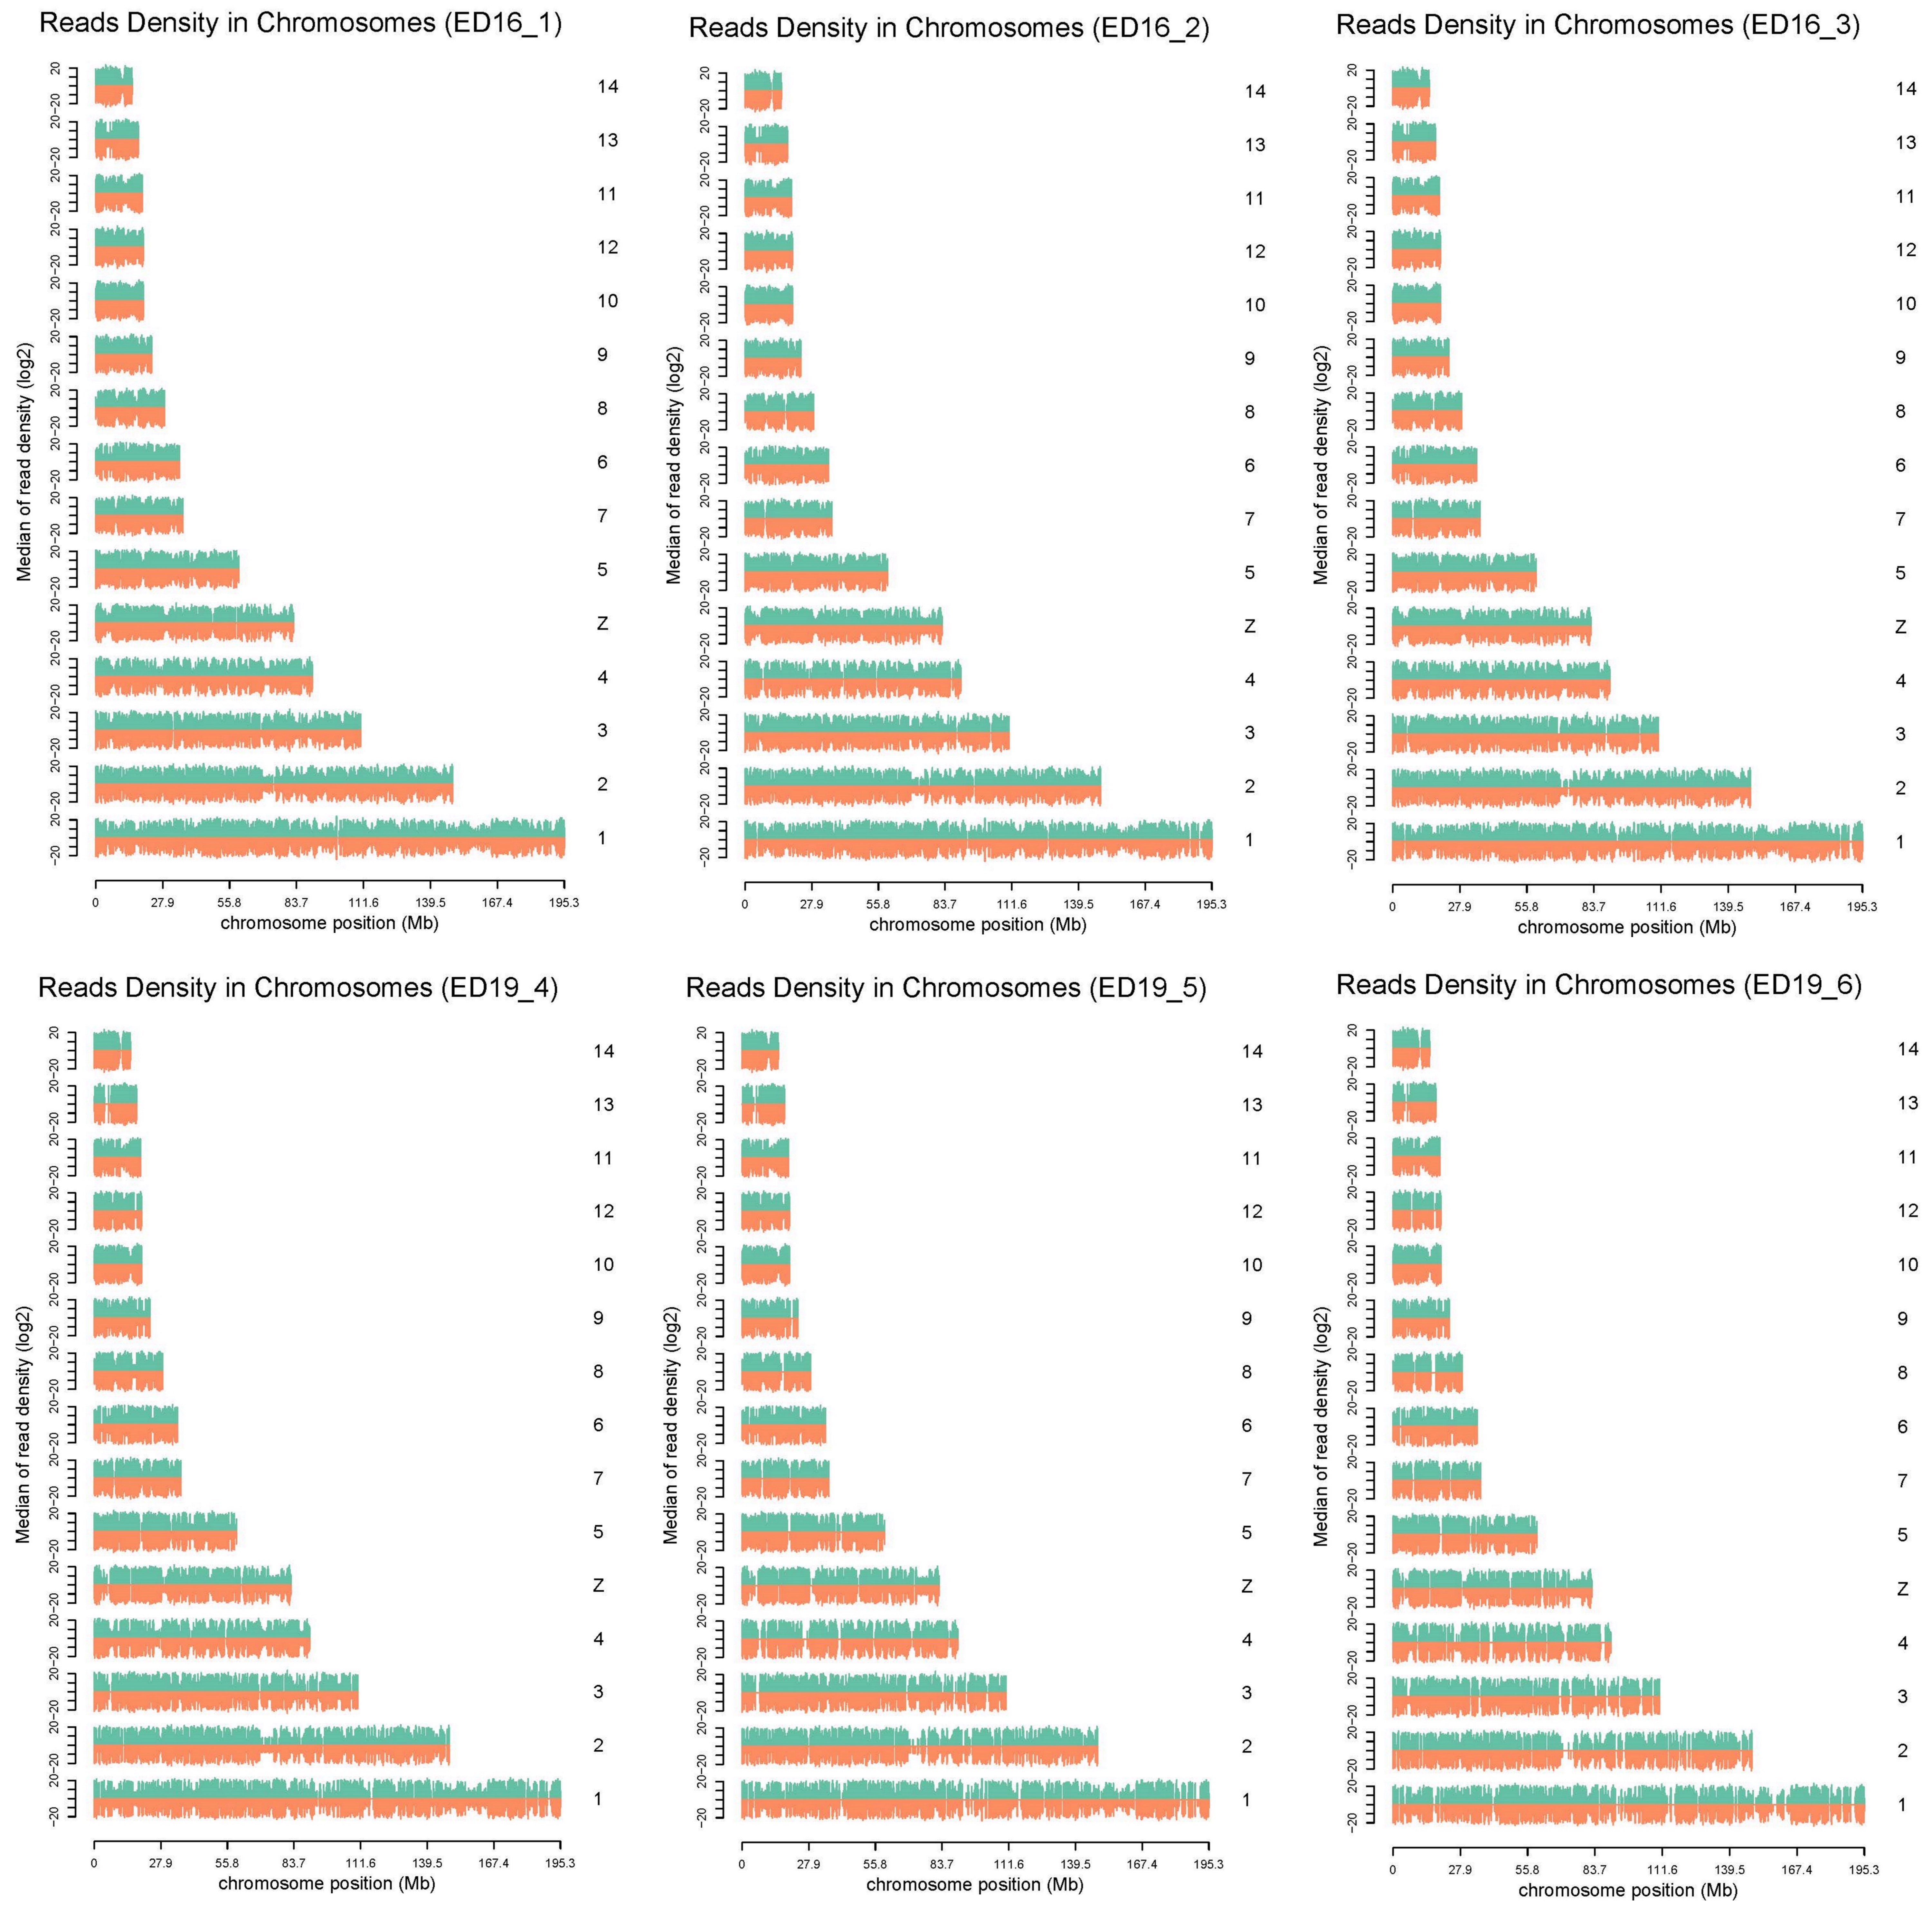

The X-axis shows the length of the chromosomes (in Mb), and the Y-axis indicates the log2 of the median of read density. Green and red indicates the positive and negative strands respectively.

**S-Figure 6: Classification of AS events by rMATS**

**
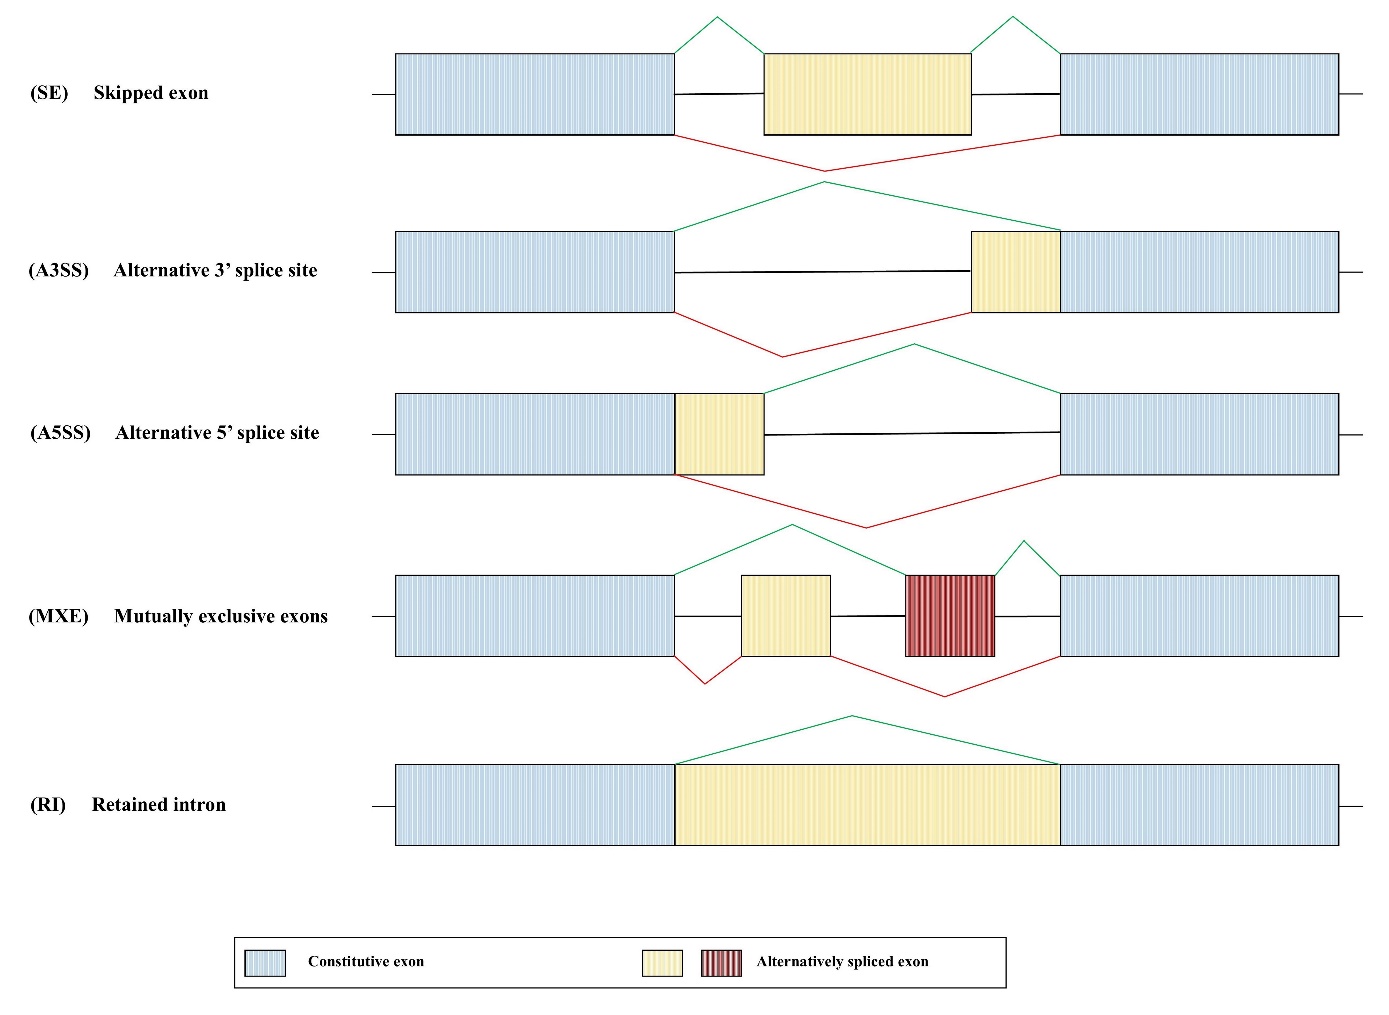
**

The classification of five Alternative splicing (AS) types by rMATS can be defined as: (1) SE: Skipped exon (2) A3SS: Alternative 3’ splice site (3) A5SS: Alternative 5’ splice site (4) MXE: Mutually exclusive exons (5) RI: Retained intron

**S-Figure 7: Classification and statistics of AS events**

**
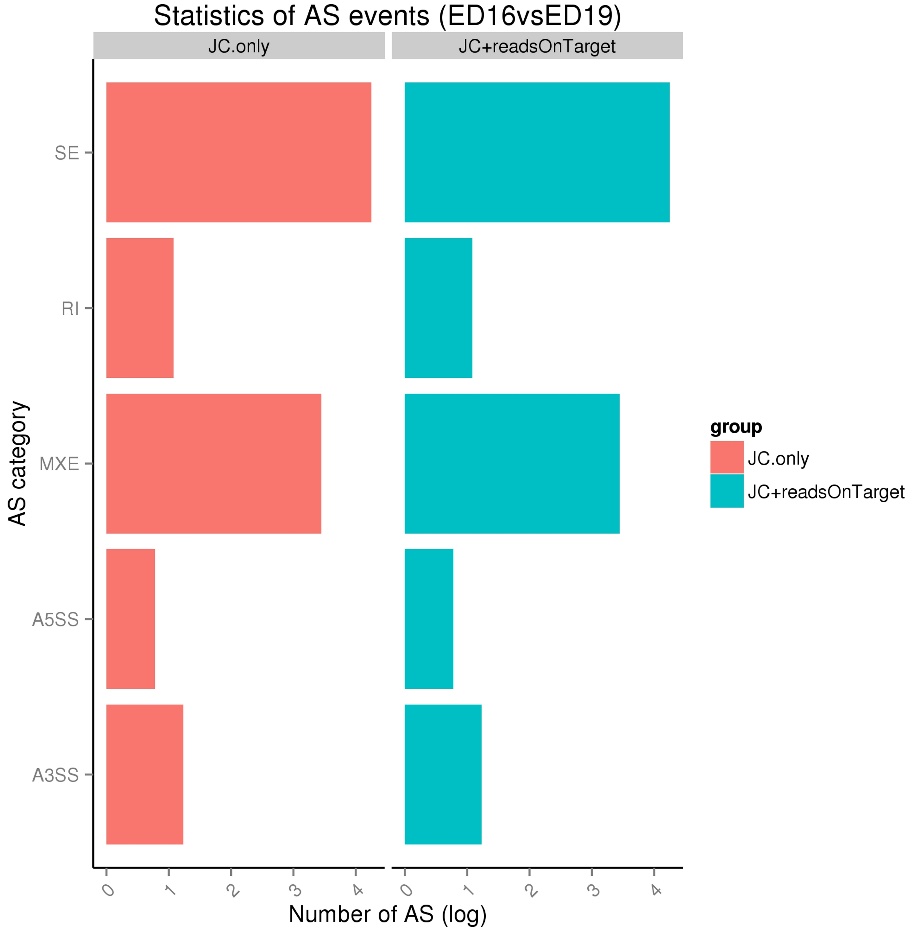
**

The Y-axis illustrates the 5 types of AS events, and the X-axis illustrates the counts for each type of AS events, respectively. JC. only: only the reads span splicing junctions are taken into account; JC+reads On Target: both the reads span splicing junctions and the reads on target are taken into account.

**S-Figure 8: FPKM density distribution for embryonic day 16 and 19 bursal cells from Hy-Line W-36 embryos.**

**
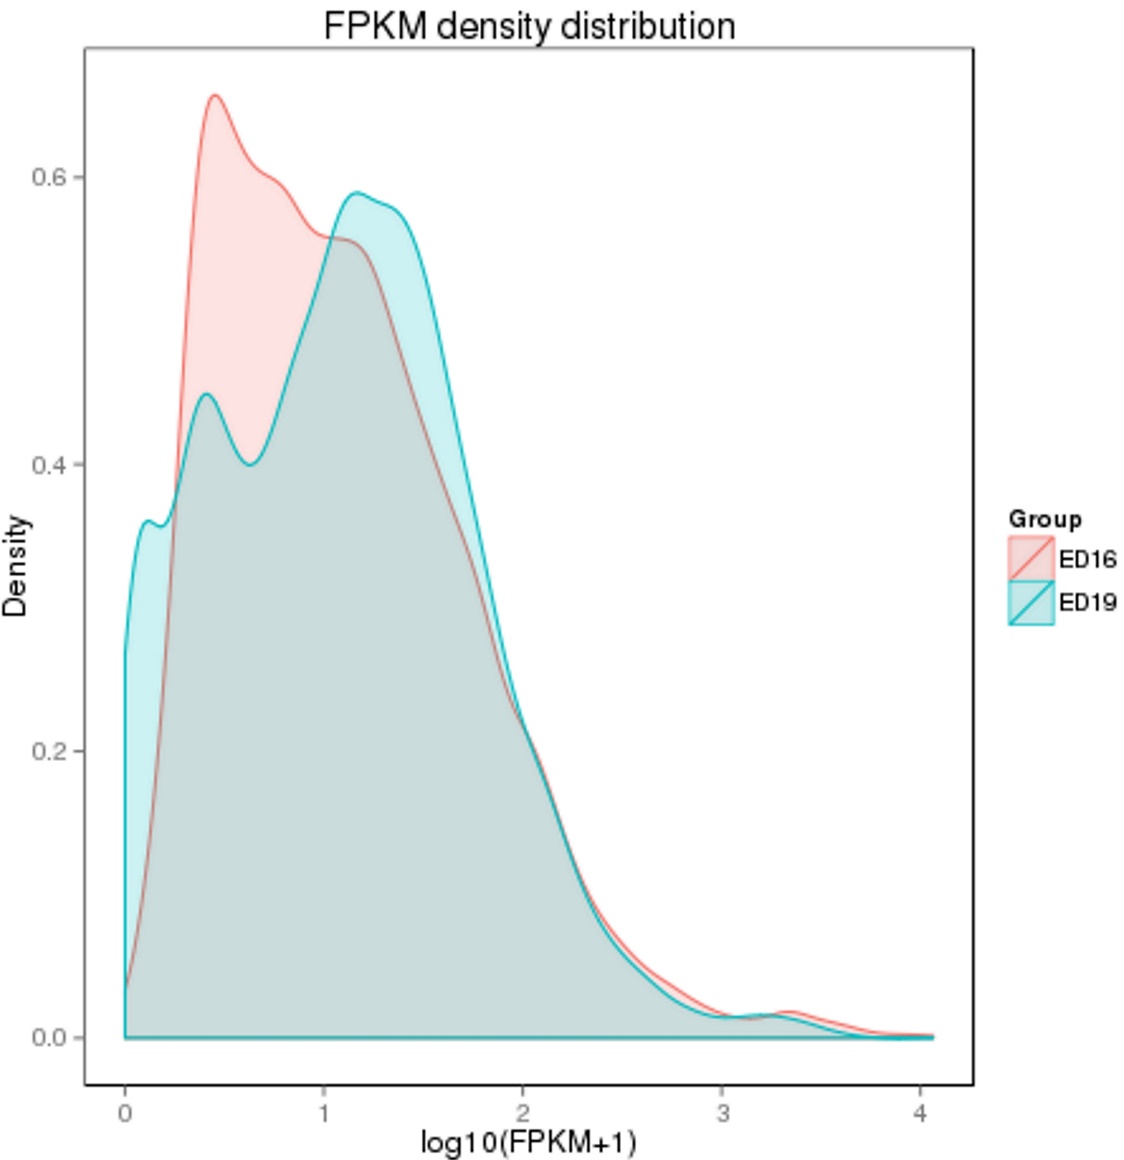
**

FPKM distribution, the x-axis shows the log10(FPKM+1) and the y-axis shows gene density.

**S-Figure 9: FPKM violin distribution for embryonic day 16 and 19 bursal cells from Hy-Line W-36 embryos.**

**
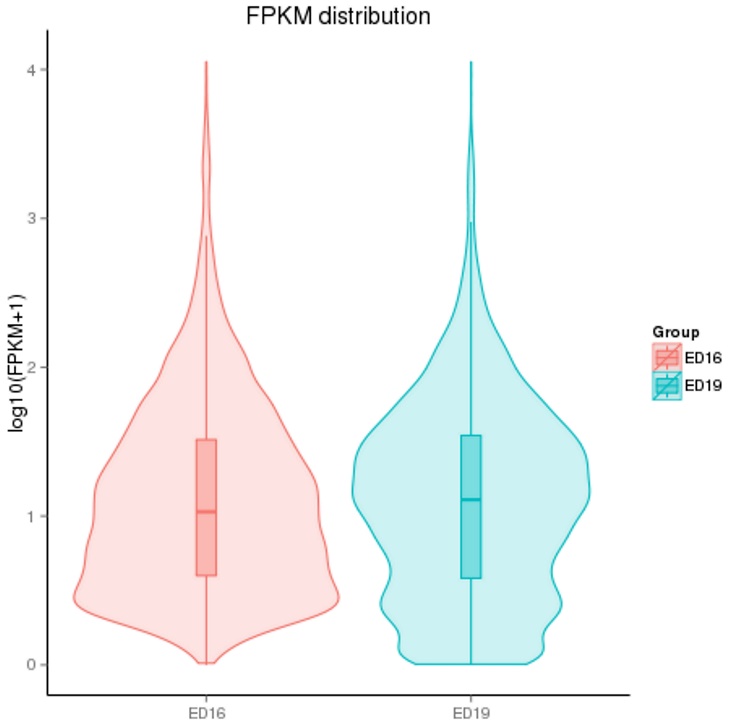
**

FPKM violin Plot, the x-axis shows the group names and the y-axis shows the log10(FPKM+1). Each violin has five statistical magnitudes (max value, upper quartile, median, lower quartile and min value). The violin width shows the gene density.

How the deposited data were processed for this re-analysis (not part of the article)

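RNA of bursal lymphocytes from 3 pools of Hy-Line W-36 embryos at ED16 and 3 at ED19 was sequenced. The paper gives 3 µg of total RNA per library and mean RNA integrity numbers of 8.8 at ED16 and 10 at ED19. The authors deposited raw counts per gene, made by aligning clean reads to galGal4 with TopHat and counting reads per gene with HTSeq. The authors also deposited RPKM values, which were checked to equal the count divided by gene length and by the library's total of gene counts, with gene lengths that came out as whole numbers. The authors deposited a comparison table with a signal per stage, which was checked to equal the mean of the counts divided by median-of-ratios size factors. That table also holds the log2 fold change of these means, as the authors computed it, and the p-values the authors obtained with DESeq. It lists only genes the authors called.

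The counts were analysed with edgeR 4.0.16 in R 4.3.3: genes were kept by filterByExpr, normalized by TMM and tested with the quasi-likelihood F test, with Benjamini-Hochberg adjustment and a threshold of 0.05. The standard error of a log2 fold change was taken as its size divided by the square root of the test's F. A fold against a stage whose libraries all had at most 3 counts was computed against 3 counts and given as a lower bound. Gene sets were tested with camera in limma 3.58.1 with an inter-gene correlation of 0.01. Library values were compared with two-sided exact permutation tests, for which 3 libraries against 3 allow no p below 0.1. R2, intervals and expressed genes were computed with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and figures were drawn with matplotlib 3.10.9.

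The genes named are among those the paper names as measured, those it discusses beside them, and in each direction the 5 with the largest log2 fold change among DEGs with a symbol, no overlap between the stages and a mean log2 CPM of at least 3. Marker genes of 7 cell types were listed by symbol. This rule, the sets, the tests and most alternatives were set before the data were examined. The alternatives were upper-quartile normalization, no filter, at least 10 counts in every library, a loess correction of each library for gene length (span 0.5), leaving out each library, DESeq2 1.42.0, limma on log2(RPKM + 1), a minimum fold change of 2 and an adjusted p below 0.01. For R2 they were a pseudocount of 0.1, genes with an RPKM above 1 in at least 1 library, and TMM-normalized CPM. For expressed genes they were 3 other thresholds, and for the intervals a TMM scaling. A background of genes with a symbol was added for the gene sets after the values were seen.

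Library totals ranged from 27087661 to 34614652 counts. On counts simulated with 199 changed genes among 13683 tested, edgeR called 78.9% of the changed genes and 96.2% of the 133 with a log2 change of at least 2, with 8 false calls among 165. DESeq2, which tested 13923 genes with 200 changed, called 79.5% of them, with 22 false calls among 181. A simulated shift of 1 set was found, and none of the other sets was called. The simulated genes varied independently of each other and few were changed, whereas 9240 of 13923 tested genes were DEGs in the data. The simulation therefore does not show the error rates of these tests on the data.

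A correction for GC content was left out because no sequence of the genes was used here. BCL6, OSMR, PAX5 and STAT3 had no identifier and were not analysed here. Alternative splicing was not analysed here.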

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

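The 4 patterns below lie mostly in genes or in a share of counts that the paper does not discuss; of the genes in them the paper discusses BACH2, one of the B-cell markers, and LRP2. The comparison of other markers with B-cell markers was chosen after the values were seen, and the list of kidney genes was written after the 5 genes with the largest increase at ED16 were seen but before the listed genes' own values.

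The genes with the largest increase at ED16 had nearly no counts at ED19. SLC34A1 was at least 825-fold higher at ED16, PTGDS at least 198-fold and PIPOX at least 80.7-fold. AGXT, PIPOX, SLC34A1, PTGDS and PDZK1IP1 were all highest in ED16_1. Because several of them are known from kidney, 40 other kidney genes were listed, as one of 8 lists of cell types or tissues examined. Of these, 19 had a symbol and were tested, and 18 (94.7%) were higher at ED16, against 52.4% of all tested genes with a symbol. Their median log2 fold change was 5.31, and the exception was CALB1 (log2 fold change -1.59), named after its value was seen. Of the 18, 16 (88.9%) were highest in ED16_1, against 59.2% of the other DEGs higher at ED16. A candidate explanation is RNA from adjacent kidney in the ED16 samples, in an amount that varied between pools. Bulk counts cannot tell this apart from expression of these genes in the bursa itself, so both explanations remain. The LRP2 gene had 884, 380 and 288 counts at ED16, the same order of libraries.

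Marker genes of erythroid cells, granulocytes and macrophages, fibroblasts, epithelium, endothelium and T cells were mostly higher at ED16. Of 44 such genes tested, 42 were DEGs higher at ED16 (95.5%), with a median log2 fold change of 4.22. The exceptions were PECAM1 (-1.87) and SPI1 (-0.88), named after their values were seen. All 5 B-cell markers with a symbol were higher at ED19. Since symbols exist only for genes the authors called, every marker was a called gene, and only the direction is informative. With the length correction 93.2% of the other markers were higher at ED16, so gene length alone does not account for the direction. With upper-quartile normalization it was 95.5%. The median of the other markers lay 4.16 above that of all genes, a gap that scaling, which moves all genes alike, cannot produce. A candidate explanation is a larger share of RNA from other cells in the ED16 samples. A change of these genes within developing B-cells cannot be excluded, since cell types were not separated in the counts.

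Of 1785 tested genes outside the reference annotation, 1077 were DEGs (60.3%), 729 higher at ED16 and 348 higher at ED19. Annotated genes of matched expression were DEGs in 66.7%. Among those with at least 10 counts in every library 59.3% were DEGs, so the calls are not confined to genes with low counts. Assembly errors and reads shared with annotated genes were not tested, and no biological explanation was tested beyond the stage.

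The 12 mitochondrial genes with a symbol took 6.46% of the counts at ED16 (SD 1.35, n = 3) and 2.40% at ED19 (SD 0.882, n = 3). The libraries of the stages did not overlap (two-sided exact permutation test, p = 0.1, the smallest possible). All 12 were DEGs, with log2 fold changes from 1.21 to 3.74. Symbols exist only for genes the authors called, so these calls were nearly fixed in advance and only the direction is informative. A mitochondrial gene that was not called is missing from the share, so the share may overstate the difference. Without the 12 genes 53.6% of the DEGs were higher at ED16, as with them. TMM normalization is little affected by a few abundant genes, so this does not show whether their counts shift the comparison of the other genes. Whether RNA quality or the state of the cells lies behind the share was not tested.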

How the results depend on the processing

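No paired analysis was possible because the replicates of the stages come from different pools of embryos. The corrections for GC content were not run, since no gene sequence was used here.

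The number of DEGs stayed within 1.5 times 9240 under every alternative, from 6461 with a minimum fold change of 2 to 10949 without replicate 6. The number higher at ED16 did as well. The number higher at ED19 fell to 2502 with a minimum fold change of 2, and ranged from 3486 to 5156 across the 6 fits that each left out one replicate. The cause was not tested. The real split of the libraries gave the most DEGs: 1 of the 10 splits into 3 and 3 gave 9240 or more, 1 gave as many higher at ED16 and 1 as many higher at ED19. The other 9 splits gave 0 DEGs each, with 0 to 539 genes at an unadjusted p below 0.05. With 10 splits the share cannot be below 0.1.

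Restricting R2 to genes with an RPKM above 1 in at least 1 library lowered its lowest value to 0.969 within ED16, 0.938 within ED19 and 0.680 across the stages, and its highest value across the stages to 0.843. With a pseudocount of 0.1 the lowest value within ED16 was 0.973. The cause was not tested. Spearman's correlation of log2 fold change with gene length was -0.359 with at least 10 counts in every library. That filter removes genes with few counts, and the correlation was 0.152 in the lowest of 5 groups of expression and -0.549 in the highest. With each library left out it was -0.280 to -0.245, and the cause was not tested. Genes per interval and expressed genes stayed within 1.5 times their values.

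Of 11 gene sets, 10 passed, and 1 of the 10 splits gave as many, but the other splits gave 6 to 9. The number was 7 with the length correction and with the background of genes with a symbol, an alternative chosen after seeing the data, and 8 to 10 with each library left out. Over the alternatives run for gene sets 6 kept their direction and their side of the threshold under each, and 5 became weaker under at least 1. With the symbol background these were JAK-STAT, Wnt and Toll-like receptor signaling.

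Of 52 results for the named genes followed under the alternatives, 43 kept their direction and their side of the threshold under every alternative that refitted them. The minimum fold change of 2 and the adjusted p below 0.01 were applied to the numbers of DEGs only. LRP5, which did not pass, reversed from -0.08 to 0.13 with upper-quartile normalization, 0.048 with at least 10 counts in every library and 0.14 with the length correction, and ranged from -0.30 to 0.12 with each library left out. FZD1 ranged from -0.066 to 0.33 with each library left out. The other changes were 4 weaker and 4 stronger. The depth limits how well the change is measured in genes such as FZD10, LRP4 and IL11RA, which had under 50 counts in each library. LRP4 and IL11RA still passed the main test, although LRP4 did not pass with limma on log2(RPKM + 1). FZD10 passed only in fits that kept it, such as the one without the filter.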

Differences from the paper's values

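None of the 51 values in the paper's text and 15 in Fig. 1 that were compared differed from the value obtained here by more than the error (edgeR's standard error for log2 fold changes, the replicate SD for other values) or, for counts of genes, by more than 1.5 times. For BACH2 this depends on which error is used. Genes per interval were recounted from the authors' own RPKM, so their match was fixed in advance. The Fig. 1 values were checked against the picture with computed values already at hand. All values come from the same libraries, so a match is no independent test.

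The closest case was BACH2. Its fold increase at ED19 was 4.92 against the paper's 2, a gap of 2.92 where the replicate SD of the fold was 3.24, an SD that rests on ED19_6 (0.534 without it). Against edgeR's standard error of 0.46 on the log2 scale the gap would exceed the error. That comparison was made after the values were seen. The SD was settled on as the error only after both errors had been worked out, so whether BACH2 differs is left open. The gap was larger than the SD without replicate 6, where the fold was 6.79, and within it under the other 11 alternatives set before the data were examined, whose lowest fold was 3.88. None of these settings gave the paper's value. The authors' own deposited table does not give a 2-fold increase either. Its normalized means for BACH2 are 490 at ED16 and 2404 at ED19, with a log2 fold change of -2.2934, against -2.30 from edgeR. The paper's 2 is thus near the size of the log2 value and not of the fold, but the paper does not say which scale it used.

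The paper describes FZD2, FZD7, FZD8, FZD10, LRP1, LRP2 and LRP4 as upregulated from ED16 to ED19. All 7 were higher at ED16 here, for example FZD7 with a log2 fold change of 5.46, ED16 over ED19. The authors' deposited table gives FZD7 the same sign, with 5.5431. Read as a rise with age, the paper's statement has the opposite direction; read with the sign of the authors' table, in which upregulated genes are higher at ED16, it has the same direction.

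The paper describes MAPK12, MAPK13, MAPKAPK2, MAPKAPK3, MAPK8IP1 and MAPK8IP2 as upregulated from ED16 to ED19, and MAPK6, MAPK9, MAPK11, MAPK14, MAPK8IP3, MAPKAPK5, MAPKBP1 and NLK as downregulated. The first 6 were higher at ED16 here and the other 8 at ED19, for example MAPK8IP1 with a log2 fold change of 5.80 and MAPK9 with -2.49. The 2 readings apply to these genes too: all 14 have the opposite direction under the first and the same under the second. None of the alternatives set before the data were examined changed the direction of the tested genes among these.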

Other observations

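The test of ED16-like RNA in ED19_6 and the threshold for its gene length test were set only after the values were seen.

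The log2 fold change fell with gene length across the tested genes (Spearman's rho -0.269; genes are not independent replicates). Gene length bias between libraries is a candidate explanation, since libraries of the same stage differed along gene length as strongly, with an absolute rho of up to 0.284 (ED19_5 with ED19_6). Expression level does not account for it: the median rho within 5 groups of genes of similar expression was -0.326, although it ran from 0.152 in the lowest group to -0.549 in the highest. The pattern cannot be told apart from a length bias of the libraries. The paper's mean RNA integrity number also went with the stage, 8.8 at ED16 and 10 at ED19. Its relation to the pattern was not tested and cannot be separated from the stage.

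The 69 ribosomal protein and oxidative phosphorylation genes, which are short (median length 687), had a median log2 fold change of 1.13. With the length correction it was 0.26 and with upper-quartile normalization 1.34. The median of all genes moved as well. Relative to it, the shift was 1.08, a measure that scaling, which moves all genes alike, cannot change. With the length correction it was 0.478, and neither set then had an adjusted p-value below 0.05 in camera, so the pattern cannot be told apart from a length bias.

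ED19_6 lay apart from ED19_4 and ED19_5. Library size does not account for this, since ED19_4 thinned to the total of ED19_6 kept an R2 of 0.993 with ED19_5. A few abundant genes do not either, since without the 100 genes with most counts its R2 with ED19_4 was 0.962. Of the genes high at ED16, 37.4% were higher in ED19_6 than in both other ED19 libraries, against 38.0% for ED19_4 and 29.5% for ED19_5, where chance gives 33.3%, which gives no sign of RNA of ED16-like cells. However, its R2 with ED16_1, ED16_2 and ED16_3 (0.863, 0.892 and 0.906) was above that of ED19_4 (0.823, 0.862 and 0.865) and ED19_5 (0.816, 0.855 and 0.859), so the pattern cannot be told apart from such RNA. Of the genes high at ED19, 90.5% were lower in ED19_6 than in both others, against 15.6% and 18.1%. Gene length remains open, with an absolute rho of at least 0.250 with each of the others. ED16_3 was the lowest ED16 library for 72.4% of the genes high at ED16 and the highest for 58.2% of those high at ED19, so a library nearer to the other stage than its replicates is not limited to ED19.

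The GC content of the reads that the paper reports was 54.3% at ED16 (SD 0.570, n = 3) and 47.8% at ED19 (SD 0.0839, n = 3), and its percentage of mapped reads was 67.3% and 78.4%. The stages did not overlap in either (two-sided exact permutation test, p = 0.1, the smallest possible). A relation of log2 fold change with gene GC content was not analysed here, so a GC effect on the comparison was not tested.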
